# Scleraxis-lineage cells are required for tendon homeostasis and their depletion induces an accelerated extracellular matrix aging phenotype

**DOI:** 10.7554/eLife.84194

**Published:** 2023-01-19

**Authors:** Antonion Korcari, Anne EC Nichols, Mark R Buckley, Alayna E Loiselle

**Keywords:** aging, extracellular matrix, Scleraxis, tendon, Mouse

## Abstract

Aged tendons have disrupted homeostasis, increased injury risk, and impaired healing capacity. Understanding mechanisms of homeostatic disruption is crucial for developing therapeutics to retain tendon health through the lifespan. Here, we developed a novel model of accelerated tendon extracellular matrix (ECM) aging via depletion of *Scleraxis-lineage* cells in young mice (Scx-DTR). Scx-DTR recapitulates many aspects of tendon aging including comparable declines in cellularity, alterations in ECM structure, organization, and composition. Single-cell RNA sequencing demonstrated a conserved decline in tenocytes associated with ECM biosynthesis in aged and Scx-DTR tendons, identifying the requirement for Scleraxis-lineage cells during homeostasis. However, the remaining cells in aged and Scx-DTR tendons demonstrate functional divergence. Aged tenocytes become pro-inflammatory and lose proteostasis. In contrast, tenocytes from Scx-DTR tendons demonstrate enhanced remodeling capacity. Collectively, this study defines Scx-DTR as a novel model of accelerated tendon ECM aging and identifies novel biological intervention points to maintain tendon function through the lifespan.

## Introduction

Tendons are dense connective tissues that transmit muscle-generated forces to bone to enable skeletal movement and joint stability. Recent studies from our group and others have demonstrated the presence of multiple tendon resident cell populations, with Scleraxis-lineage (Scx^Lin^) cells being the predominant population during adult mouse homeostasis (Best et al., 2021; De Micheli et al., 2020; Best and Loiselle, 2019; Kendal et al., 2020). Scleraxis*,* a basic helix-loop-helix transcription factor, is the most well-characterized tendon marker (Schweitzer et al., 2001; Murchison et al., 2007; Pryce et al., 2009) and is required for normal tendon development (Schweitzer et al., 2001; Murchison et al., 2007). During adulthood, tendon homeostasis is maintained via ongoing turnover of extracellular matrix (ECM) proteins (Samiric et al., 2004a; Samiric et al., 2004b; Choi et al., 2020; Heinemeier et al., 2016; Rees et al., 2009; Korcari et al., 2021b; Neidlin et al., 2018). Homeostatic disruptions can lead to the development of tendon pathologies such as tendinopathy, which are characterized by significant pain and permanent decline in tissue performance (Millar et al., 2021). While repetitive loading in sports or occupational contexts disrupt homeostasis, natural aging is also associated with impaired tendon homeostasis (Pardes et al., 2017; Connizzo et al., 2013; Peffers et al., 2014; Gehwolf et al., 2016; Wang et al., 2021; Kostrominova and Brooks, 2013; Marqueti et al., 2018; Korcari et al., 2021a). Tendinopathy prevalence increases substantially with age (Riel et al., 2019), making aging a key risk factor for loss of tendon health. Despite this increased risk, the factors responsible for inducing age-related tendinopathy are not well defined.

We have previously shown that depletion of Scx^Lin^ cells results in a relatively rapid loss of ECM structural and organizational integrity of the flexor digitorum longus (FDL) tendon (Best et al., 2021), suggesting that Scx^Lin^ cells are required to maintain tendon homeostasis. However, the specific mechanisms by which Scx^Lin^ cells maintain tendon homeostasis have not been identified. Moreover, while the initial ECM organizational changes that occur with Scx^Lin^ cell depletion mimic those that occur during natural aging (Connizzo et al., 2013; Gehwolf et al., 2016; Dunkman et al., 2013; Ippolito et al., 1980; Connizzo et al., 2016), it is unknown whether sustained Scx^Lin^ cell depletion in young mice may induce an aged tendon phenotype.

In the present study, our primary objective was to identify the underlying changes in the cellular and molecular environment that result from Scx^Lin^ cell depletion in young adult tendons and determine how these structural and compositional shifts compare to those observed during natural aging. Here, we define the mechanisms that are conserved between Scx^Lin^ depletion and natural aging to establish the key drivers that underpin the initiation of tendon degeneration and identify novel intervention points to maintain tendon health through the lifespan. Conversely, by defining the divergent molecular programming shifts in the tendon cells that remain during natural aging and inducible depletion of Scx^Lin^ tenocytes in young animals, we have identified cell populations and processes that may dictate differences in tendon healing capacity.

## Results

### Scleraxis-lineage cell depletion in young adults disrupts tendon homeostasis and mimics the cell density and ECM structural alterations of tendon aging

To determine the long-term depletion efficiency of this Scx-DTR (DTR) model, we quantified cell density in DTR mice at 3-, 6-, and 9 months (3, 6, 9 M) post-depletion, and compared to age-matched DT-treated wildtype (WT) littermates (Figure 1A). At 3 M and 6 M post-depletion, there was a respective 57.44% (p<0.0001) and 56.21% (p<0.0001) reduction in total tendon cell density in DTR tendons relative to the WT littermates (Figure 1B and C). By 9 M post-depletion (12 M of age), there was an age-related decrease in tendon cell density in WT such that no significant differences in cell density were observed between DTR and WT (p>0.05) (Figure 1B and C).

**Figure 1.**
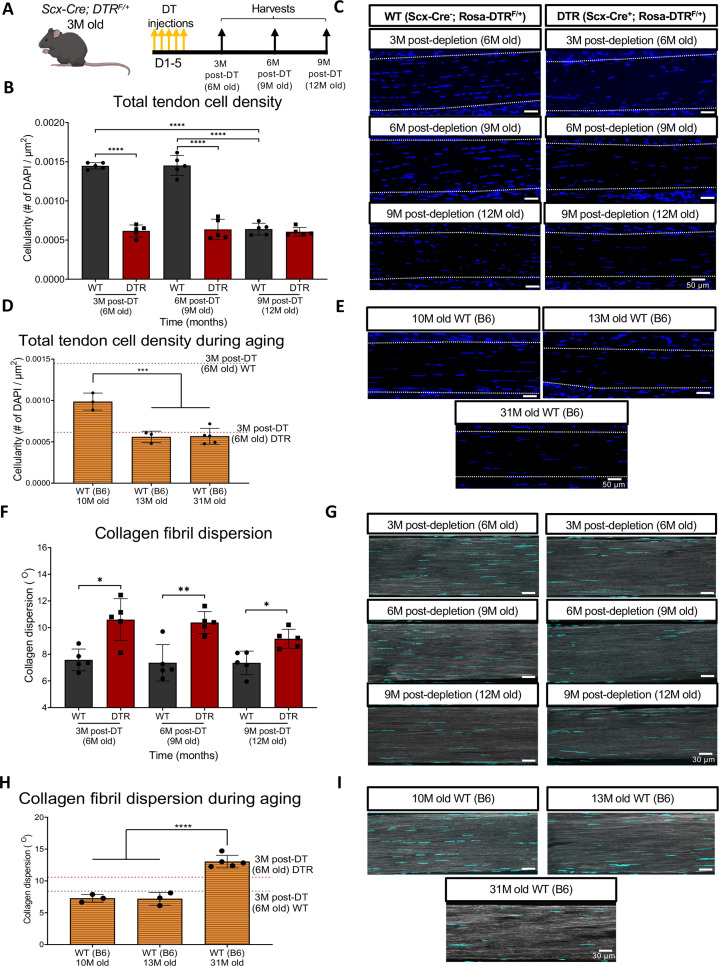
Depletion of Scleraxis-lineage cell during long-term homeostasis significantly disrupts tendon structure and mechanical properties. (**A**) 3 M old Scx-Cre+; Rosa- DTR^F/+^ (DTR) and Scx-Cre-; Rosa-DTR^F/+^ (WT) mice received five hind paw injections of DT and were harvested at 3, 6, and 9 M post-depletion. (**B**) Quantification of total tendon cell (DAPI) density from injected WT and DTR hind paws at 3-, 6-, and 9 months post-depletion (6, 9, and 12 months old of age, respectively) within the tendon. (**C**) Representative sections from (**B**). (**D**) Quantification of total tendon cell (DAPI) density from C57BL/6 J hind paws at 10, 13, and 31 months old within the tendon. (**E**) Representative sections from (**D**). (**F**) Quantification of collagen fibril dispersion in WT and DTR samples at 3-, 6-, and 9 months post-depletion (6, 9, and 12 months old, respectively) and (**G**) representative collagen fibril morphology captured via SHG. (**H**) Quantification of collagen fibril dispersion from C57BL/6 J hind paws at 10, 13, and 31 months old and (**I**) representative collagen fibril morphology via SHG. N=3–5 per genotype. Error bars indicate mean ± standard deviation.

Based on this decline in cellularity from 9 to 12 M in WT, we further tracked changes in tendon cell density from 10 to 31 months of age in C57BL/6 J mice (Figure 1D). Consistent with the progressive decline in cellularity in WT tendons, cellularity was further decreased at 10 M in C57Bl/6 J tendons, with a 31.62% (p<0.0001) decline in cell density compared to 6 M old WT, and a 32.06% decrease (p<0.0001) compared to 9 M old WT tendons (Figure 1D and E). At 13 and 31 M, C57Bl/6 J FDL tendons showed a 43.19% (p<0.001) and a 44.42% (p<0.001) decrease in total cell density compared to 10 M old C57Bl/6 J FDL tendons, respectively (Figure 1D and E). Intriguingly, 6 M old DTR tendons (3 M post-depletion) exhibited a cell density almost identical to 13 M and 31 M old C57Bl/6 J tendons (p>0.05) (Figure 1D and E)*,* suggesting that with Scleraxis-lineage depletion, young tendons exhibit the same cell density as old (12 M) and geriatric (31 M) tendons (Figure 1D and E).

We then investigated the impact of sustained Scleraxis-lineage cell loss on long-term maintenance of collagen ECM organization. Quantification of collagen dispersion via SHG imaging demonstrated significant increases in dispersion (loss of organization) at 3 M (39.82%, p<0.05), 6 M (41.04%, p<0.01), and 9 M (24.53%, p<0.05) post-DT, relative to WT littermates (Figure 1F and G), indicative of impairments in tissue structure and organization.

We then determined how the structure and organization of the tendon shifts with natural aging, and whether there may be conserved structural changes with both Scleraxis-lineage depletion and aging. Geriatric 31 M old C57Bl/6 J tendons exhibited a significant increase in collagen fibril dispersion compared to 10 M (79.3%; p<0.0001) and 13 M (81.47%, p<0.0001) C57Bl/6 J tendons (Figure 1H1)*,* suggesting aging-induced impairments in tendon structure and organization. No differences in dispersion were observed in 3 M post-DT (6 M old) WT tendons compared to 10 M C57BL/6 J (p>0.05), and 13 M C57BL/6 J (p>0.05) (Figure 1H1). In contrast, 3 M post-DT (6 M old) DTR tendons showed a 45.8% (p<0.01) and a 47.63% (p<0.01) increase in collagen dispersion compared to 10 M and 13 M C57BL/6 J tendons, respectively (Figure 1H1)*,* suggesting that young DTR tendons recapitulate several aspects of age-related deficits in tissue organization. However, geriatric 31 M old C57BL/6 J tendons still had a significantly higher collagen fibril dispersion (+23.02%, p<0.05) compared to 3 M post-DT (6 M old) DTR tendons (Figure 1H1)*,* potentially suggesting further degeneration during advanced aging.

### Scleraxis-lineage cells maintain tendon homeostasis by regulating the synthesis of high turnover rate ECM proteins

We next sought to identify the specific biological mechanisms that accompany, and potentially underpin these structural changes by characterizing the proteome of DTR and WT tendons at 3 M post-depletion (6 M old), as well as the proteome of old vs young WT tendons (12 M and 6 M old). At 3 M post-depletion, 30 proteins were significantly different between the DTR and WT groups (Figure 2A). ECM proteins were the most decreased category in DTR tendons, accounting for 26.7% of the total proteins. (Figure 2B). In addition, cytoskeletal proteins, transporters, and scaffold/adaptor proteins were decreased in DTR, though these decreases in inter- and intracellular proteins are likely due to a ~60% reduction in cellularity of the DTR samples. Functional enrichment analysis of all the downregulated proteins demonstrated that ECM-related molecular functions and cellular components were significantly impaired with depletion (Figure 2C). Eleven ECM proteins were decreased in DTR tendons (Figure 2D)*,* and they were classified as proteoglycans (PG) (36.4%), glycoproteins (GP) (36.4%), ECM regulators (18.2%), and ECM-affiliated proteins (9.1%) (Figure 2E). Strikingly, 72.8% of these ECM proteins were high turnover rate glycoproteins and proteoglycans including CHAD, COCH, and KERA (Samiric et al., 2004a; Choi et al., 2020; Heinemeier et al., 2016; Tam et al., 2020). Similar findings were also identified at the 9 M post-depletion timepoint (12 M old) (Figure 2—figure supplement 1A–F).

**Figure 2.**
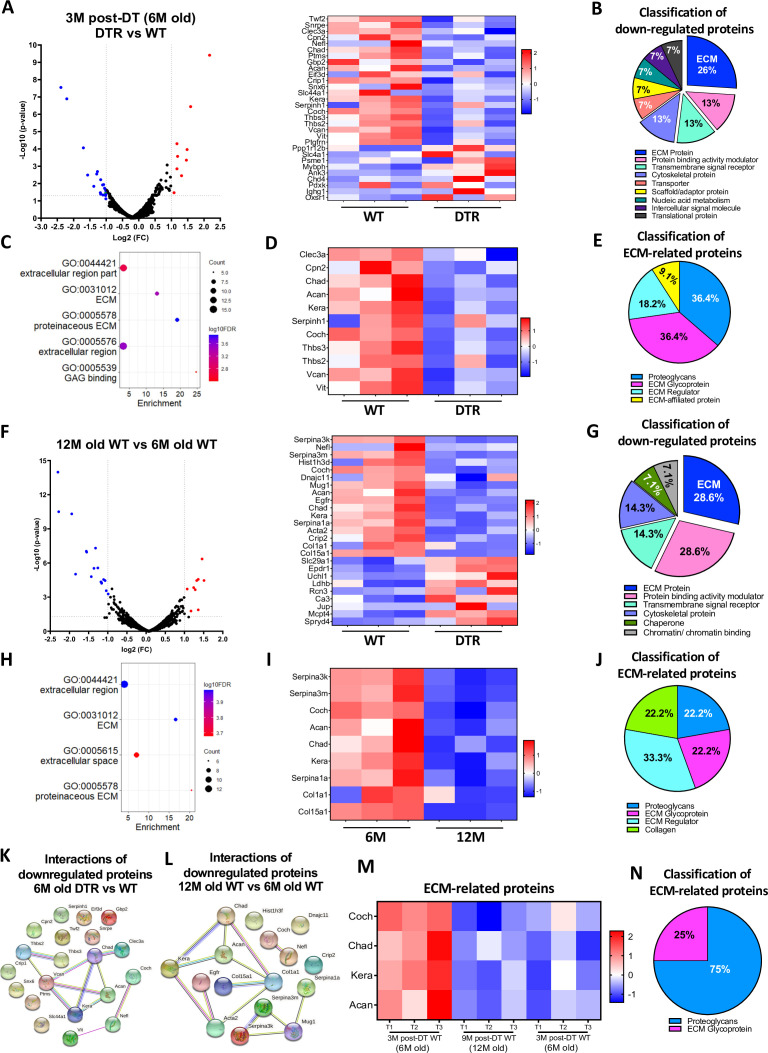
Scleraxis-lineage cells maintain FDL tendon homeostasis by regulating the synthesis of high turnover rate ECM proteins. (**A**) Volcano plot and heatmap visualizing the significantly different protein abundances between DTR and WT groups at 3 M post-depletion. (**B**) Classification of all downregulated proteins between the DTR and WT FDL tendons at 3 M post-depletion. (**C**) Functional enrichment analysis of cellular components and molecular functions of all downregulated proteins between the DTR and WT FDL tendons at 3 M post-depletion. (**D**) Heatmap of all differentially abundant ECM-related proteins between the DTR and WT FDL tendons at 3 M post-depletion. (**E**) Classification of all ECM-related downregulated proteins between the DTR and WT FDL tendons at 3 M post-depletion. (**F**) Volcano plot and heatmap visualizing the significantly different protein abundances between 12 M and 6 M WT FDL tendons. (**G**) Classification of all downregulated proteins between 12 M and 6 M WT FDL tendons. (**H**) Functional enrichment analysis of all downregulated proteins between 12 M and 6 M WT FDL tendons. (**I**) Heatmap of all differentially abundant ECM-related proteins between 12 M and 6 M WT FDL tendons. (**J**) Classification of all ECM-related downregulated proteins between 12 M and 6 M WT FDL tendons. (**K**) Protein-protein interaction of all the downregulated proteins between DTR and WT groups at 3 M post-depletion. (**L**) Protein-protein interaction of all the downregulated proteins between 12 M and 6 M WT FDL tendons. (**M**) Heatmap with 4 ECM-related proteins that were decreased in similar rates with both natural aging and Scleraxis-lineage cell depletion. (**N**) Classification of the ECM-related proteins from (**M**).

**Figure 2—figure supplement 1.**
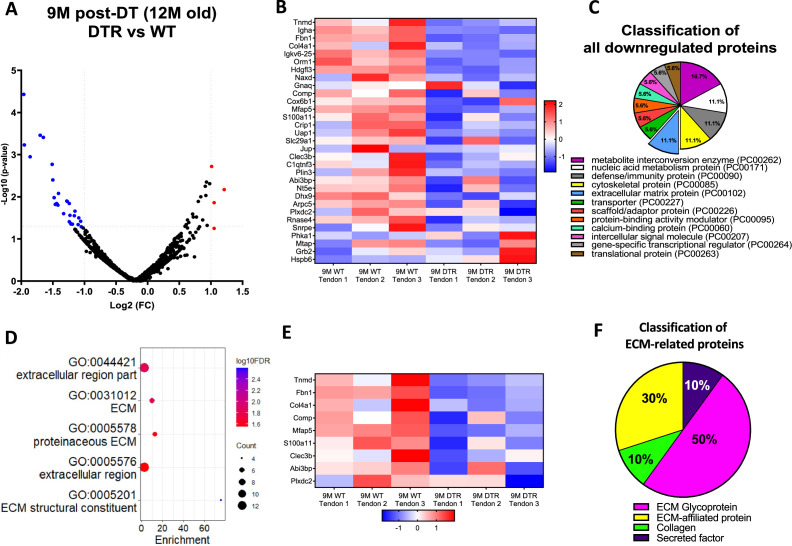
Scleraxis-lineage cells maintain long-term tendon homeostasis via synthesis of high turnover rate glycoproteins and proteoglycans. (**A**) Volcano plot and (**B**) heatmap visualizing the significantly different protein abundances between DTR and WT groups at 9 M post-depletion. Blue indicates proteins that are decreased in DTR tendons vs. WT. (**C**) Classification of all downregulated proteins between the DTR and WT FDL tendons at 9 M post-depletion. (**D**) Functional enrichment analysis of cellular components and molecular functions of all downregulated proteins between the DTR and WT FDL tendons at 9 M post-depletion. (**E**) Heatmap of all differentially abundant ECM-related proteins between the DTR and WT FDL tendons. (**F**) Classification of all ECM-related downregulated proteins between the DTR and WT FDL tendons.

**Figure 2—figure supplement 2.**
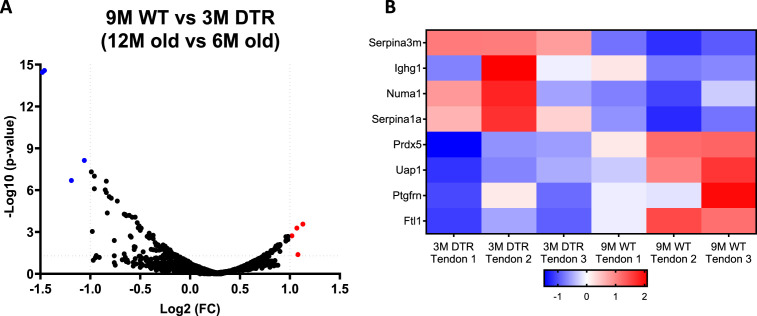
The proteome between 12 M old WT and young (6 M old) DTR tendons is almost identical with no differences in high turnover rate glycoproteins and proteoglycans. (**A**) Volcano plot and (**B**) heatmap visualizing the significantly different protein abundances between 12 M old WT and 6 M old DTR groups. Blue indicates proteins that are decreased in 12 M old WT vs. 6 M old DTR, while red indicates proteins that are increased in 12 M old WT vs. 6 M old DTR.

**Figure 2—figure supplement 3.**
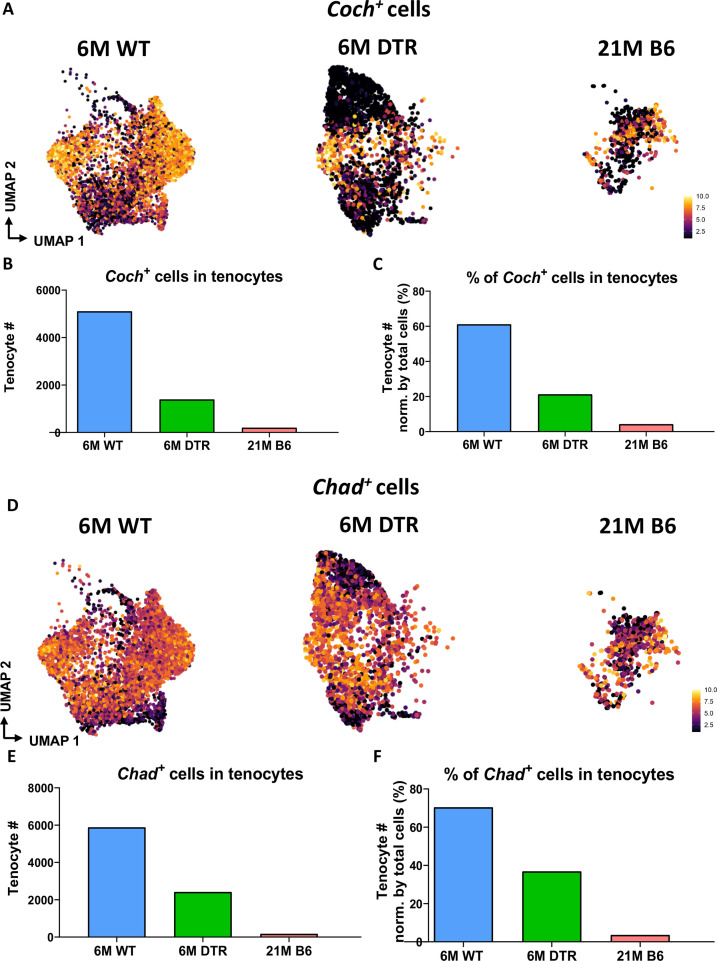
Significant decrease of *Coch ^+^*and *Chad ^+^* cells with Scleraxis-lineage cell depletion and natural aging. (**A**) UMAP plots of *Coch ^+^*tenocytes in the 6 M WT, DTR, and 21 M B6 groups. (**B**) Total tenocyte number of *Coch ^+^* cells in each condition. (**C**) % of *Coch ^+^*normalized by total tenocytes for each condition. (**D**) UMAP plots of *Coch ^+^*tenocytes in the 6 M WT, DTR, and 21 M B6 groups. (**E**) Total tenocyte number of *Chad ^+^* cells in each condition. (**F**) % of *Chad ^+^*normalized by total tenocytes for each condition.

**Figure 2—figure supplement 4.**
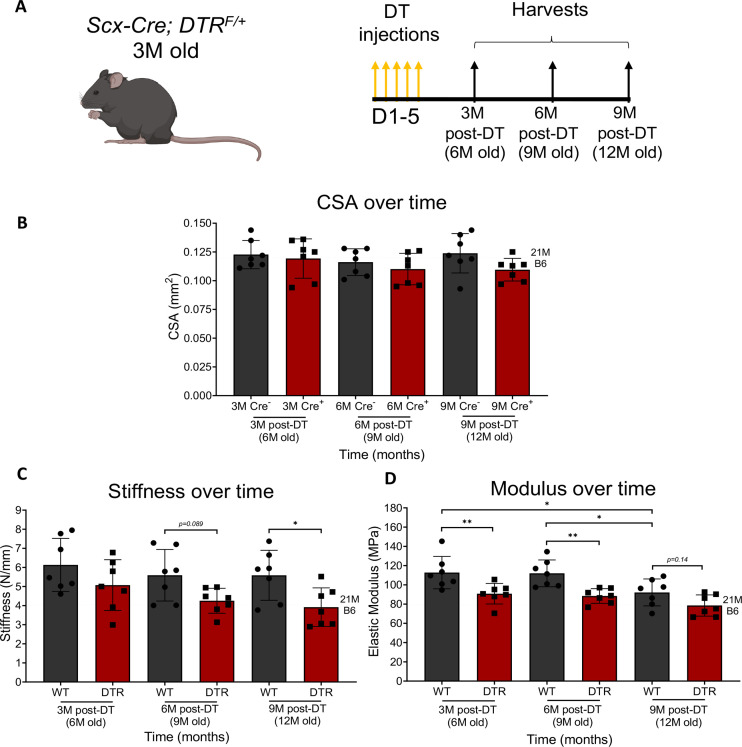
Depletion of Scleraxis-lineage cells significantly impairs tendon structural and material properties. Timeline of DT injections and tissue harvesting (**A**). Quantification of CSA (**B**), stiffness (**C**), and elastic modulus (**D**) of WT and DTR tendons at 3, 6, and 9 months post-depletion. CSA, stiffness, and elastic modulus between genotype (WT or DTR) and timepoint (3 M, 6 M, or 9 M). N=3–5 per genotype. Error bars indicate mean ± standard deviation. Two-way ANOVA with Sidak’s multiple comparisons test used to assess statistical significance of CSA, stiffness, and elastic modulus, * indicates p<0.05; ** indicates p<0.01; *** indicates p<0.001; **** indicates p<0.0001.

With natural aging, 25 proteins were significantly different between the aged (12 M) and young (6 M) WT tendons (Figure 2F). Classification of all downregulated proteins in 12 M tendons determined that 28.6% were ECM proteins (Figure 2G) and functional enrichment analysis also showed that ECM-related molecular functions and cellular components were significantly impaired (Figure 2H). A total of nine decreased ECM proteins were identified in 12 M WT tendons, relative to 6 M WT (Figure 2I)*,* and classified as proteoglycans (22.2%), glycoproteins (22.2%), ECM regulators (33.3%), and collagens (22.2%) (Figure 2J). The majority of the above ECM molecules have a high turnover rate, similar to the findings for the 3 M post-depletion timepoints (Figure 2D and E). Finally, the proteomes of aged (12 M old) WT tendons vs young (6 M old) DTR were nearly identical (Figure 2—figure supplement 2A, B). Collectively, these data further support the hypothesis that Scleraxis-lineage cell depletion in young tendons mimic impairments in ECM-related biological mechanisms that occur during natural aging.

String DB found that in DTR tendons there are two separate groups of downregulated proteins (Figure 2K)*,* suggesting two separate mechanisms of ECM-degradation with Scleraxis-lineage depletion. With aging, three separate groups of proteins were downregulated (Figure 2L). Interestingly, proteins CHAD, ACAN, and KERA, as well as COCH and NEFL were identified also in the Scleraxis-lineage depleted vs WT (Figure 2K), suggesting that these two mechanisms are shared with both natural aging and depletion. 

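Transcripts of the genes encoding these proteins were counted per cell as unique molecular identifiers (UMIs) by single-cell RNA sequencing (scRNAseq), in 1 library of pooled FDL tendons per group. There were no replicate libraries, so the intervals below cover counting error only and no difference was tested. Clustering, from which the genes that the text names for these libraries were left out, gave 5376 tenocyte-like cells in 6 M WT, 2685 in 6 M DTR and 1024 in 21 M B6. A cell was taken as positive for a gene with at least 1 UMI, after every cell had been thinned to 2000 UMIs so that depth could not set the share. Cochlin (*Coch*, ENSMUSG00000020953) was detected in 79.3% (78.2 to 80.4) of tenocyte-like cells in 6 M WT, where the range is the exact 95% binomial interval. The share was 27.0% (25.3 to 28.7) in 6 M DTR and 51.9% (48.8 to 55.0) in 21 M B6. Thinning left out 1 tenocyte-like cell of 21 M B6 and none of the other libraries. Without thinning, 91.8%, 39.6% and 63.4% of tenocyte-like cells were positive, which is 59.1%, 16.2% and 13.5% of all cells of the respective library. RNA released from broken cells also gives UMIs in cells that do not express a gene. Among macrophage-like cells, which should lack *Coch*, 17% were positive in 6 M WT, 2.90% in 6 M DTR and 3.78% in 21 M B6 after thinning. Their median depths were 15624.5, 13328 and 13849 UMIs, against 12886, 12410 and 11036 UMIs in tenocyte-like cells. *Coch* counts summed over tenocyte-like cells gave 12272 CPM (counts scaled to a common total per class and library) in 6 M WT, 3160.5 CPM in 6 M DTR and 5306 CPM in 21 M B6. The choice that moved the *Coch* difference most was a mitochondrial limit of 5%, under which the share in 21 M B6 lay −31.8 percentage points from that in 6 M WT, compared with −27.4 with all cells.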

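Chondroadherin (*Chad*, ENSMUSG00000039084) was detected in 85.8% (84.8 to 86.7) of thinned tenocyte-like cells in 6 M WT, 76.4% (74.8 to 78.0) in 6 M DTR and 65.5% (62.5 to 68.4) in 21 M B6. Macrophage-like cells were positive for *Chad* in 8.06%, 4.09% and 2.27% of cases. The summed counts gave 2847 CPM in 6 M WT and 2818 CPM in 6 M DTR, a ratio of 0.990 (0.982 to 0.997) that changed direction under 6 of the alternatives tried, so no order of *Chad* levels per cell is read between this pair of libraries. In 21 M B6 the level was 1436 CPM, 0.504 (0.497 to 0.512) times that of 6 M WT. Without thinning, Chad-positive tenocyte-like cells were 61.2% of all cells in 6 M WT, 35.5% in 6 M DTR and 17.5% in 21 M B6, shares that fall with the share of tenocyte-like cells in each library.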

Based on these analyses, we identified four ECM molecules (COCH, CHAD, KERA, and ACAN) that were consistently downregulated with both natural aging and Scleraxis-lineage cell depletion (Figure 2M)*,* and demonstrated a decrease in the proportion of Coch + and Chad + cells in 6 M old DTR and 21 M old B6 tendons using single-cell RNA sequencing (Figure 2—figure supplement 3) Classification showed that 75% are proteoglycans and 25% are glycoproteins (Figure 2N). Considering the substantial changes in ECM organization and composition, we also assessed the impact of Scleraxis-lineage cell depletion and natural aging on tendon mechanical integrity (Figure 2—figure supplement 4A–D) and while there were no major changes in CSA (Figure 2—figure supplement 4B) and stiffness (Figure 2—figure supplement 4C), there was a significant decrease of tendon elastic modulus with both depletion and natural aging (Figure 2—figure supplement 4D).

Single-cell RNA sequencing demonstrates similar loss of ECM biosynthetic tenocytes as well as differential retention of ECM organizational and age-impaired tenocytes in DTR vs aged tendons.

Given that Scleraxis-lineage cell depletion in young animals induced similar declines in cell density and ECM structure-function, as well as overlapping alterations in ECM composition compared to aged WT tendons, we next asked whether the composition of the cellular environment was conserved in the context of depletion vs. natural aging. Therefore, we performed scRNAseq in 6 M old WT and DTR tendons (3 M post-DT) and 21 M old C57BL/6 J (B6) tendons. 

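For this experiment, 16 FDL tendons per group were pooled into 1 library each for 6 M WT, 6 M DTR and 21 M B6. In DTR mice, Cre under the *Scx* promoter switches on a diphtheria toxin receptor in Scleraxis-lineage cells, so that DT kills them, while WT littermates lack Cre and received the same 5 DT injections. The B6 mice received none. By the paper, DT was given at 3 months of age and tendons were taken 3 months later, at 6 months, whereas the sample labels give an age of 3 months for the WT and DTR libraries. The ages of the paper are used here. WT tendons were digested for 120 min and DTR and B6 tendons for 90 min, so digestion time differs between 6 M WT and both other groups and cannot be told apart from genotype or age by these libraries alone. Libraries were made with the 10x Genomics Chromium 3′ kit, and the authors deposited the UMI counts per gene and barcode that Cell Ranger 6.0.1 wrote, without normalization. The genome build and annotation are not given in the sources used here, and genes are identified by the symbols and Ensembl identifiers of the files. The files hold 15536 barcodes and 148149903 UMIs for 6 M WT, 16099 barcodes and 123918145 UMIs for 6 M DTR, and 12273 barcodes and 92707026 UMIs for 21 M B6. The depth stated in the paper is in reads per cell, and all values here use UMIs. The filter of the paper, 1000 to 5000 genes and at most 10% mitochondrial counts, left 8357, 6554 and 4798 cells with a median of 13008, 12328 and 12914 UMIs per cell. The median number of genes per cell was 3149, 3127 and 2955.5. The paper names no doublet caller, so called doublets were kept, and their removal was tried as an alternative.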

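The libraries were log-normalized, integrated on anchors and clustered in Seurat with the dimensions and principal components of the paper, with 1 departure. The 37 genes that the text names for these libraries were left out of the integration features, of which 1975 remained, because their levels are reported as results. Expression was compared between groups on raw counts summed over the cells of a class, as CPM of all gene counts of those cells. Ratios of CPM against 6 M WT carry exact 95% intervals from both counts, which cover counting error only. For a list of genes the median log2 ratio is given with its percentile among 10000 random lists of the same size and expression level, as a description of these libraries. In tenocyte-like cells the median log2 ratio over all genes was 0.03 in 6 M DTR and −0.25 in 21 M B6, where scaling by edgeR's TMM factors changed it to −0.07 and −0.04, so ratios in 21 M B6 are read against that shift. With 1 library per group a difference has no replicate check, and neither p-values nor counts of changed genes are given.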

21 M old B6 tendons were used as the ‘aged’ group as we have previously established that by this age there are age-related impairments in tissue homeostasis and tendon healing response (Ackerman et al., 2017).

In the integrated dataset, seven cell types with distinct transcriptomic signatures were identified, including tendon fibroblasts (tenocytes), epitenon cells, endothelial, nerve, and muscle cells, macrophages, and T cells (Figure 3A and B; Figure 3—figure supplement 1). 

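Clustering of the filtered cells gave 8 clusters, which were named from marker genes set beforehand and are called by the cell type they resemble. The largest was tenocyte-like and was led by *Coch*, *Saa1*, *Chad*, *Cilp2*, *Tnmd*, *Fibin* and *Fmod*, of which *Tnmd*, *Cilp2*, *Fibin* and *Fmod* had been set as markers. Epitenon-like cells were led by *Efemp1*, *Pi16*, *Krtdap* and *Ccn3*, macrophage-like cells by *C1qa*, *C1qc*, *C1qb* and *Pf4*, and T cell-like cells by *Cd3g*, *Cxcr6* and *Icos*. A pair of muscle-like clusters was led by *Myod1* and *Myf5* and by *Acta1* and *Tnnc2*. The remaining cluster had *Selp*, *Fabp4* and *Cldn5* of endothelial cells together with *Myh11*, *Myl9* and *Rgs5* of mural cells among its 10 leading genes, and is left without a cell type name as the vascular cluster. Epitenon-like cells made up 19.9% (19.0 to 20.7) of 6 M WT, 26.5% (25.4 to 27.6) of 6 M DTR and 56.9% (55.5 to 58.3) of 21 M B6 cells. The share of macrophage-like cells was 8.02% (7.44 to 8.62), 17.9% (17 to 18.9) and 11.0% (10.2 to 11.9) in the same order. T cell-like cells came to 1.71%, 5.40% and 1.92%, and the vascular cluster to 4.19%, 6.00% and 5.42%. Nerve-like and muscle-like cells were also few, with 1.05%, 1.6% and 1.13% for the former and 0.838%, 1.63% and 2.29% for the latter. Because shares sum to the whole, a fall of 1 class raises the others.

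**Figure D1:**
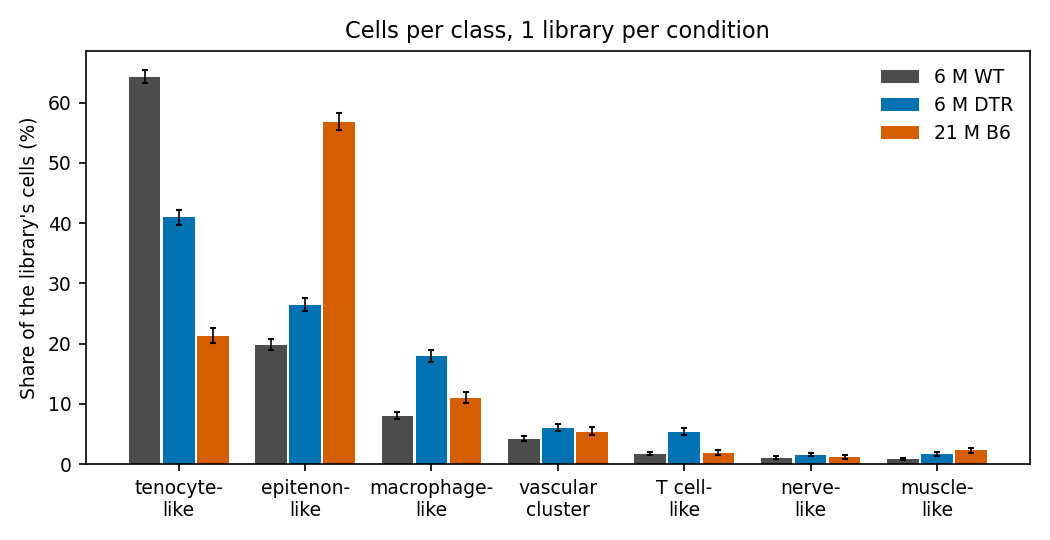
Share of the filtered cells of each library (percent, vertical axis) in each of the 7 cell classes (horizontal axis), for 6 M WT, 6 M DTR and 21 M B6. Bars start at 0 and error bars are exact 95% binomial intervals, which cover counting error only; tenocyte-like cells go from 64.3% in 6 M WT to 41.0% in 6 M DTR and 21.3% in 21 M B6.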

Annotation of the epitenon cell cluster is based on additional work from our laboratory that will be published in a separate report (Figure 3—figure supplement 1). Considering that Scleraxis-lineage cells are tissue-resident fibroblasts (tenocytes), and these are the cells that are subject to depletion, our primary analysis focused on the impact of depletion and aging on tenocytes. We subset and re-clustered the tenocyte population (Figure 3C and D) from the integrated dataset (Figure 3A). Consistent with cellularity quantification (Figure 1), 6 M DTR and 21 M B6 tendons had a decrease in the total number of tenocytes captured compared to 6 M WT (Figure 3D and E). 

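Tenocyte-like cells were 5376 of 8357 cells in 6 M WT, or 64.3% (63.3 to 65.4). They were 41.0% (39.8 to 42.2) in 6 M DTR and 21.3% (20.2 to 22.5) in 21 M B6. The share was thus changed by −36.3% in 6 M DTR and by −66.8% in 21 M B6 relative to 6 M WT, and the difference between 6 M DTR and 21 M B6 also exceeded counting error. Over all alternatives the change stayed between −41.3% and −30.8% in 6 M DTR and between −75.5% and −61.3% in 21 M B6. The alternative that moved it most was the mitochondrial limit of 5%, which gave the lowest value for 21 M B6. Genes that differ between libraries can themselves place cells in a cluster, so the cells were also clustered without the genes that differed over 2-fold in tenocyte-like or epitenon-like cells. The shares were then 63.1%, 37.6% and 20.4%. These are shares of the cells captured after digestion, not cells per tendon.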

To decipher the biological functions of the tenocytes and assess any potential intrinsic programmatic shifts resulting from depletion or natural aging, we investigated their unique transcriptomic profiles by identifying the differentially expressed genes (DEG) between the 6 M WT, 6 M DTR, and 21 M B6 groups (Figure 3F)*,* and performing functional enrichment analysis (FEA) based on their top 100 DEG (Figure 3G–I).

**Figure 3.**
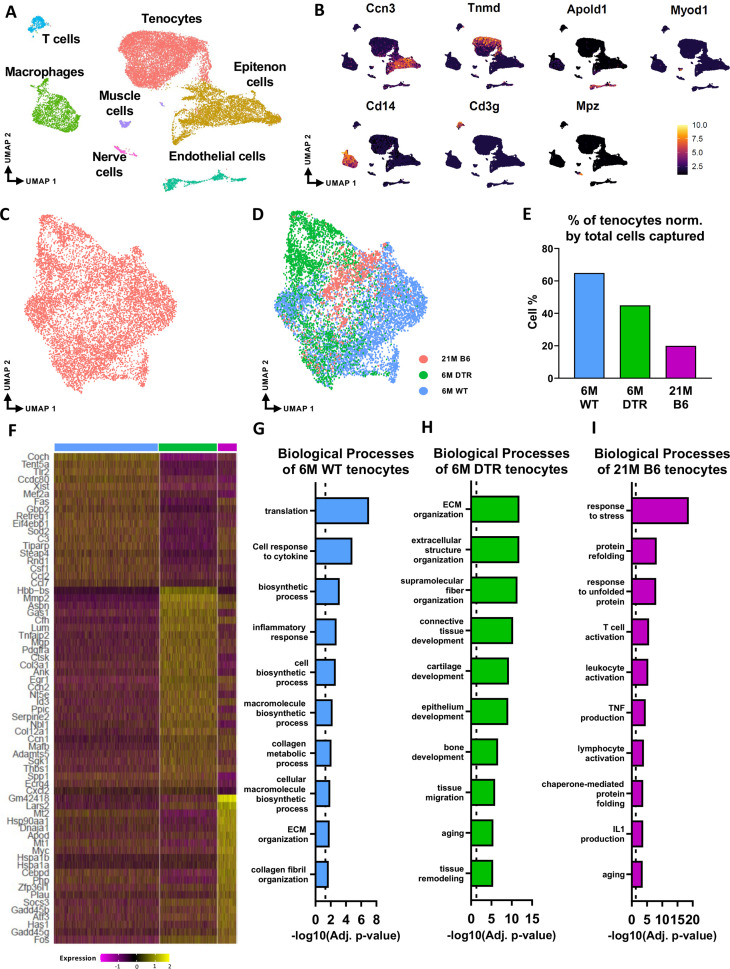
scRNAseq demonstrates broad cellular heterogeneity and intrinsic programmatic skewing of tenocytes with depletion and natural aging. (**A**) UMAP dimensionality reduction revealed seven broad and distinct cell populations on clustering based on unbiased differential gene expression of the integrated dataset. (**B**) Annotation marker for each of the seven cell populations identified in the FDL tendons. (**C**) Re-clustering of the tenocytes cell population from (**A**). (**D**) UMAP plot of tenocytes in the integrated data colored based on respective group (pink: 21 M old B6, green: DTR 6 M old, blue: WT 6 M old). (**E**) Quantification of the percentage of tenocytes normalized by the total cells captured per condition. (**F**) Heatmap with the top 40 significantly expressed genes in tenocytes per condition. (**G**) Significantly upregulated biological processes of tenocytes in the 6 M WT (**G**), 6 M DTR (**H**), and 21 M B6 (**I**). Dotted lines in **G**, **H**, and **I** indicate statistical significance of adjusted p-value <0.05 (-log10(adj. p-value = 1.3)).

**Figure 3—figure supplement 1.**
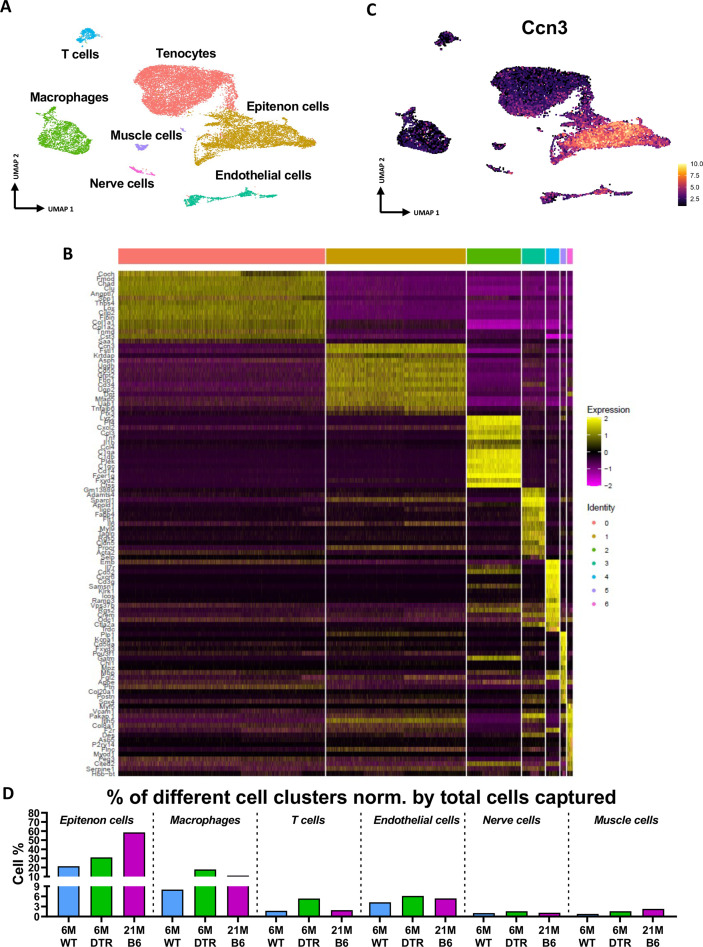
Annotation of scRNAseq-based identified cell clusters in the integrated data. (**A**) UMAP with all different clusters annotated based on (**B**). (**B**) Heatmap of top 15 DEGs for each cluster. (**C**) Feature plot of the epitenon marker *Ccn3* being expressed by the epitenon sub-cluster. (**D**) The percentage of each cell population in the context of 6 M old WT, 6 M old DTR, and 21 M C57Bl6/J (B6) tendons.

**Figure 3—figure supplement 2.**
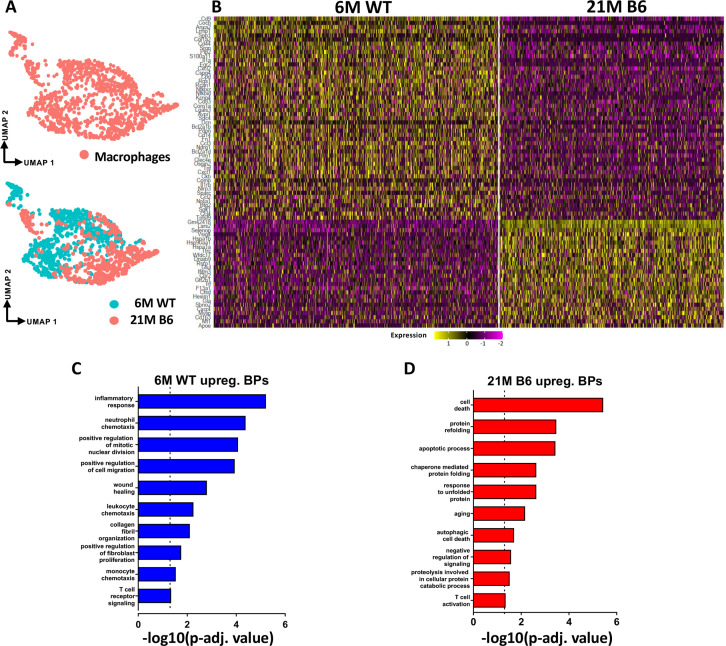
Tendon resident macrophages exhibit significant age-related intrinsic programmatic shifts. (**A**) UMAP plot of the overall tendon resident macrophages as well as separated based on age (6 M WT and 21 M old B6). (**B**) Heatmap with the top 50 DEG of tendon resident macrophages between the young vs old WT groups. (**C**) BPs enriched in the young WT resident tendon macrophages based on the DEGs. (**D**) BPs enriched in the aged WT resident tendon macrophages based on the DEGs.

Tenocytes in the 6 M WT group express genes related primarily to ECM biosynthetic process and secondary to ECM organization such as *Col1a1, Col1a2, Tnxb, Coch, Col11a2, and Fbln1*. 

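In tenocyte-like cells, *Col11a2* (ENSMUSG00000024330) had 45.4 CPM in 6 M WT and was at 0.224 (0.20 to 0.250) times that level in 6 M DTR and 0.337 (0.289 to 0.391) times in 21 M B6. For *Coch* the ratios were 0.258 (0.256 to 0.259) and 0.432 (0.429 to 0.436). *Col1a1* (ENSMUSG00000001506), with 6142 CPM in 6 M WT, was at 0.934 (0.929 to 0.939) in 6 M DTR and at 0.370 (0.366 to 0.375) in 21 M B6. *Col1a2* (ENSMUSG00000029661) was at 0.897 (0.892 to 0.902) and 0.438 (0.433 to 0.442). Among cells called male, however, both collagen genes were slightly higher in 6 M DTR than in 6 M WT, with log2 ratios of 0.09 and 0.06. *Tnxb* (ENSMUSG00000033327) and *Fbln1* (ENSMUSG00000006369) were lower in 6 M DTR, at 0.704 (0.688 to 0.720) and 0.741 (0.729 to 0.754), although *Tnxb* was at a log2 ratio of 0.02 among cells called female. In 21 M B6 their log2 ratios were −0.02 and 0.13, both above the median of all genes. Over the 6 genes the median log2 ratio was −0.47 in 6 M DTR and −1.20 in 21 M B6, at percentiles 0.08 and 0 among random lists. These genes were named in the paper from the same libraries, so the percentiles describe them and are not independent evidence.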

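Beyond the genes named by the paper, 2778 genes with at least 50 CPM in 6 M WT or 6 M DTR were ranked by their ratio in tenocyte-like cells. The 10 lowest in 6 M DTR included *Adig*, at 0.189, *Gbp6*, at 0.204, *Angptl4*, *Ucma*, *Slc7a11*, *Coch*, *Tent5a* and *Tlr2*, together with *Saa1* and *Saa2*, a pair of similar genes whose reads are not separated with certainty. Of the 2704 genes ranked for 21 M B6, the 10 lowest were *Gm41724*, at 0.0838, *Nos2*, at 0.183, *Lcn2*, at 0.194, *Spp1*, *Ereg*, *Atp6v0a4*, *4933400C23Rik*, *Htra4*, *Slc7a11* and *Adig*.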

Based on FEA, 6 M WT tenocytes are broadly characterized as ECM biosynthetic (‘translation’, ‘macromolecule biosynthetic process’, ‘collagen metabolic process’) and ECM organizational (‘ECM organization’, ‘homeostatic process’, ‘collagen fibril organization’)(Figure 3F and G). Consistent with our proteomics findings, broadly, both DTR and aged tenocytes exhibited a decrease in processes related to ECM biosynthesis such as ‘translation’, ‘biosynthetic process’, ‘cell and macromolecule biosynthetic process’ (Figure 3F–I). 

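The enrichment analysis of the paper was not repeated, since with 1 library per group no gene can be called changed, and lists of genes were compared instead. Over 87 ribosomal protein genes the median log2 ratio in tenocyte-like cells was −0.22 in 6 M DTR, below all 10000 random lists, 95% of which lay from −0.11 to 0.03. Over 66 genes of translation initiation and elongation factors it was −0.23, also below all random lists. In 21 M B6 the medians were −0.09 for ribosomal proteins and −0.17 for translation factors, at percentiles 45.06 and 79.56, near or above the median of all genes in that library. With TMM factors they were 0.12 and 0.04, but this scaling shifts all genes of a library alike and cannot single out these lists. By the percentiles, no decrease of these genes relative to random lists was seen in 21 M B6 tenocyte-like cells. In 6 M DTR the medians of both lists remained negative under every alternative, and TMM scaling, which moved them most, gave −0.32 and −0.33. Collagen genes had a median of 0.29 over 22 genes in 6 M DTR, at percentile 99.96, and of −0.38 over 21 genes in 21 M B6, at percentile 0.76, so that collagen genes as a list moved in opposite directions in the 2 groups.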

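In macrophage-like cells of 21 M B6 and 6 M WT, the gene lists on protein folding were compared in the same way as in tenocytes. All 14 heat shock genes on a list set before the data were examined were higher in 21 M B6. Their median log2 ratio of 0.59 lay above all 10000 random lists, while the median of all genes was −0.07. The list shares *Hspa1a*, *Hspa1b*, *Hspa8*, *Hspb1* and *Hsp90aa1* with the genes the paper names for aged tenocytes from the same libraries. It is thus not independent of the paper. For *Dnajb4* and *Cryab*, however, the rise lay within counting error and changed direction under at least 1 alternative. *Hspa1a* (ENSMUSG00000091971) and *Hspa1b* (ENSMUSG00000090877), a near-identical pair whose reads the counting could have split, were at 3.77 (3.62 to 3.92) and 5.15 (4.88 to 5.44) times their level in 6 M WT. Genes of the stress response of the endoplasmic reticulum did not follow, with a median of −0.12 over 14 genes, at percentile 28.53. The 5 genes with the largest ratio among 3044 with at least 50 CPM were *Retnla*, at 14.5, *C4b*, at 8.30, *Has1*, *Hspa1b* and *Ednrb*. *Csf2* was the lowest, with 1 UMI in 21 M B6 against 1211 in 6 M WT, followed by *Inhba*, *Cilp2*, *Col1a1* and *Arg1*. *Col1a1* and *Cilp2* are tenocyte genes, and their counts in macrophage-like cells are not read as macrophage expression.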

Interestingly, tissue resident macrophages from aged (21 M B6 tendons) demonstrate similar shifts in biological processes, relative to 6 M WT cells, including enrichment for functions associated with ‘protein refolding’, and ‘response to unfolded proteins’ (Figure 3—figure supplement 2). To better understand tenocyte heterogeneity as well as the similar shifts of tenocyte biological processes in DTR and natural aging, we subsetted and re-clustered the tenocyte cluster, which resulted in three distinct subpopulations (Figure 4A)*,* and then examined the distribution of these subsets among the different groups (6 M WT, 6 M DTR, 21 M B6) (Figure 4B–E). With both depletion and aging, we found that tenocytes 1 were decreased to almost identical levels. Specifically, tenocytes 1 subpopulation exhibited a 75.18% decrease with depletion and a 78.9% decrease with aging (Figure 4B–E). 

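Re-clustering of the tenocyte-like cells, without the genes named in the text and without 289 further features that differed over 2-fold between libraries, gave 3 sub-clusters. The one with the tenocytes 1 markers of Figure 4F, called tenocytes 1-like, held 2191 cells in 6 M WT, 947 in 6 M DTR and 312 in 21 M B6. It made up 26.2% (25.3 to 27.2) of all cells in 6 M WT, 14.4% (13.6 to 15.3) in 6 M DTR and 6.50% (5.82 to 7.24) in 21 M B6. The number of these cells changed by −56.8% in 6 M DTR and by −85.8% in 21 M B6, and their share of all cells by −44.9% and −75.2%. Of the tenocyte-like cells alone they were 40.8%, 35.3% and 30.5%, so most of the decrease followed that of tenocytes as a whole. The largest sub-cluster, with 3035, 1411 and 607 cells, carried too few of the markers of any subpopulation to be named. At a resolution of 0.2, a pair of sub-clusters carried tenocytes 1 markers, which together made up 50.1%, 26.0% and 14.7% of all cells, and when all features were kept no sub-cluster reached the 3 markers needed for the name. In a clustering without integration and with all variable features restored, chosen after the data had been seen, the share of tenocytes 1-like cells changed by −63.2% in 6 M DTR and −59.5% in 21 M B6, and the part of integration in this was not separated from that of the features. A tenocytes 3-like sub-cluster separated at a resolution of 0.2, with 118 cells in 6 M WT, 19 in 6 M DTR and 0 in 21 M B6. From the decreases of its own tenocytes 1 subpopulation in Figure 4B–E, the paper concludes that these cells fell to almost identical levels with depletion and aging.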

FEA analysis demonstrated that tenocytes 1 express biological processes related to ECM biosynthesis (‘biosynthetic process’, ‘collagen biosynthetic’ and ‘collagen metabolic process’) and immune response (‘inflammatory’ and ‘immune response’, ‘response to IL1’, ‘T cell activation’) (Figure 4F and G). 

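Tenocytes 1-like cells were named because 5 of the 13 marker genes set for tenocytes 1 were raised in them, and their leading genes by fold over the other tenocyte-like cells were *Slurp1*, *Serpinb7*, *Egln3*, *Vcan*, *Npy* and *Sema3e*. None of these leading genes was among the markers, so the match with the subpopulation of the paper is partial. In 6 M WT, *Col1a1* had 2815 CPM in tenocytes 1-like cells, 8735 in the unnamed sub-cluster and 4664 in tenocytes 2-like cells. The corresponding values for *Col1a2* were 2716, 8958 and 4805 CPM. *Il6* (ENSMUSG00000025746) had 55.9 CPM in tenocytes 1-like cells against 133 and 318 in the others, and *Tnfaip3* 205 against 193 and 198 CPM. None of these genes took part in the clustering.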

Finally, we identified *Gbp2* as a specific marker of tenocytes 1 (Figure 4J) and found that with both depletion and natural aging there was a decrease in *Gbp2^+^* + compared to the 6 M WT (Figure 4J). 

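*Gbp2* (ENSMUSG00000028270) was detected in 23.6% (22.5 to 24.8) of tenocyte-like cells thinned to a common depth in 6 M WT, 9.35% (8.27 to 10.5) in 6 M DTR and 19.5% (17.1 to 22.0) in 21 M B6. The unthinned shares were 51.6%, 28.1% and 40.7%. Summed counts gave 237 CPM in 6 M WT, 79.9 in 6 M DTR and 199 in 21 M B6. The levels in 6 M DTR and 21 M B6 were 0.337 (0.323 to 0.350) and 0.839 (0.803 to 0.875) times that in 6 M WT. In 21 M B6 the log2 ratio ranged from −0.42 to −0.05 over the alternatives, around the median of all genes, −0.25. No decrease of *Gbp2* CPM beyond the shift of all genes is therefore read in 21 M B6. In macrophage-like cells 3.58%, 1.87% and 3.97% were positive, whereas the vascular cluster, with 23.9% in 6 M WT, reached the level of tenocytes. In the 3 sub-clusters of tenocyte-like cells described above, *Gbp2* in 6 M WT was not restricted to tenocytes 1-like cells, of which 17.1% were positive, compared with 28.3% of the unnamed sub-cluster and 25.3% of tenocytes 2-like cells. This depended on the clustering: at resolutions of 0.2 and 0.3, and without integration and with all variable features, *Gbp2* was among the 10 leading genes of a tenocytes 1-like sub-cluster, and the last of these, chosen after the data had been seen, carried 12 of the 13 tenocytes 1 markers. The share was lower in 6 M DTR and in 21 M B6 than in 6 M WT in each of the 3 sub-clusters. For 21 M B6 the mitochondrial limit of 5% reduced the difference in tenocyte-like cells from −4.19 to −0.892 percentage points.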

Staining for GBP2 protein validated our scRNAseq results and showed a 58.66% (p*<0.0001*) and a 44.54% *(p<0.0001)* decrease in *GBP2^+^* + with depletion and natural aging relative to the 6 M WT group (Figure 4K and L). Taken together, our scRNAseq results demonstrate that the consistent loss of ECM biosynthetic tenocytes 1 in young DTR and aged groups is the main driver for impaired tendon homeostasis.

**Figure 4.**
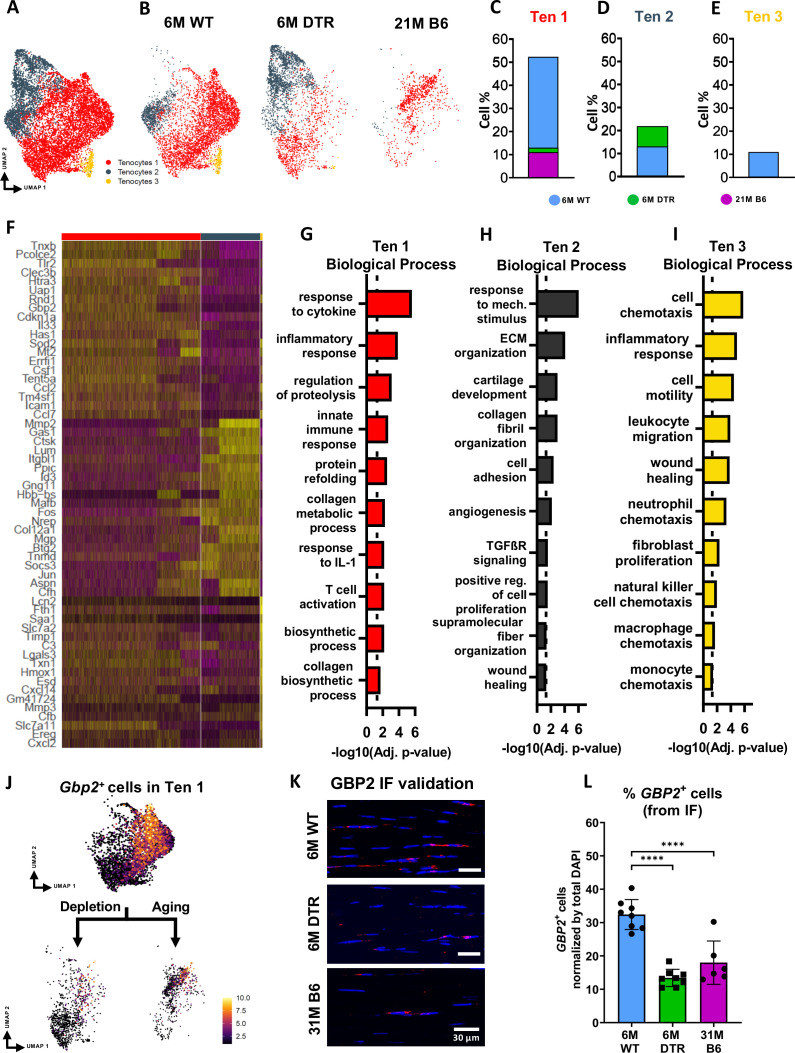
DTR and aged tendons lose tenocytes associated with ECM biosynthesis and immune surveillance, while DTR tendons retain tenocytes associated with ECM organization and remodeling. (**A**) UMAP plot of all three tenocytes subpopulations. (**B**) UMAP plot showing the shifts of tenocytes 1–3 with depletion and natural aging. (**C–E**) Quantification of % in tenocytes 1 (**C**), tenocytes 2 (**D**), and tenocytes 3 (**E**), in the 6 M WT, DTR, and 21 M B6 groups (**F**) Heatmap with the top 40 significantly expressed genes per tenocyte subcluster. (**G–I**) Significantly upregulated biological processes of tenocytes 1 (**G**), tenocytes 2 (**H**), and tenocytes 3 (**I**), respectively. (**J**) UMAP feature plot of *Gbp2^+^* + and their shift with depletion and natural aging, respectively. (**K**) Representative IF of protein validation on the decrease in GBP2 +tenocytes 1 cells with Scleraxis-lineage cell depletion and natural aging. (**L**) Quantification of IF for GBP2 + cell density in 6 M WT, 6 M DTR, and 31 M B6 groups. Data are presented as mean ± standard deviation.

Besides the consistent decrease of ECM biosynthetic tenocytes with DTR and aging, we also identified divergent retention of the remaining tenocytes between DTR and aged groups (Figure 3F–I). 

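In tenocyte-like cells, *Edil3* (ENSMUSG00000034488) rose from 2.28 CPM in 6 M WT to 106 CPM in 6 M DTR, a ratio of 46.6 (39.9 to 54.9), the highest of all genes ranked. It was also higher in 21 M B6, at 10.1 (8.33 to 12.4). *Mmp2* (ENSMUSG00000031740) was at 6.64 (6.46 to 6.83) in 6 M DTR and 3.24 (3.11 to 3.37) in 21 M B6. *Col5a1* (ENSMUSG00000026837) and *Fn1* (ENSMUSG00000026193) were raised in 6 M DTR, at 1.47 (1.41 to 1.52) and 1.28 (1.27 to 1.29), and lower in 21 M B6, at 0.766 (0.714 to 0.822) and 0.380 (0.373 to 0.387). The median log2 ratio over these 4 genes was 1.64 in 6 M DTR and 0.66 in 21 M B6, where it ranged from −0.38 to 0.86 over the alternatives. The other genes among the 10 highest in 6 M DTR were *Mstn*, at 20.3, *Fbln7*, at 15.5, *Tnc*, at 5.12, *Aspn*, at 4.01, and the haemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*. Haemoglobin is typical of red blood cells, and because the source of these counts was not established, the median ratio of 4.43 is not read as tenocyte expression.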

Broadly, tenocytes in the 6 M DTR group express genes related ECM organization, development and remodeling such as *Edil3, Mmp2, Col5a1* and *Fn1.* Based on FEA*,* 6 M DTR tenocytes are characterized as specialized cells for ECM organization and remodeling (‘ECM organization’, ‘extracellular structure organization’ ‘supramolecular fiber organization’, and ‘tissue remodeling’). In contrast, tenocytes from 21 M B6 mice express genes related to hallmarks of aging like loss of proteostasis (*Ppp1r15a, Hspa8, Hsp90aa1, Hspa5, Hspb1, Hspa1, Hspa1b,* and *Dnajb9*) and inflammaging (*Il6, Stat3, Tnfaip3, Cxcl12,* and *Bcl3*). Indeed, FEA of 21 M B6 tenocytes demonstrated processes related to ‘response to stress’, ‘response to unfolded protein’, ‘T cell and leukocyte activation’, ‘TNF and IL1 production’, and ‘aging’ (Figure 3F1). 

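Over the 8 proteostasis genes the median log2 ratio in tenocyte-like cells of 21 M B6 was 0.98, above all random lists, and in 6 M DTR it was −0.13, at percentile 16.35. Genes of the heat shock response carried the rise. *Hspa1a*, taken here as the gene the paper calls Hspa1, had 68.6 CPM in 6 M WT and was at 14.2 (13.8 to 14.7) in 21 M B6, and *Hspa1b*, its near-identical copy, at 13.9 (13.4 to 14.4). *Hsp90aa1* (ENSMUSG00000021270) and *Hspa8* (ENSMUSG00000015656) were at 3.13 (3.08 to 3.19) and 2.23 (2.2 to 2.27), and *Hspb1* (ENSMUSG00000004951) at 1.75 (1.69 to 1.81). Smaller ratios were found for *Ppp1r15a*, at 1.54, and for *Dnajb9* and *Hspa5* of the endoplasmic reticulum, at 1.49 and 1.26. A list of 14 heat shock genes, which shares *Hspa1a*, *Hspa1b*, *Hspa8*, *Hspb1* and *Hsp90aa1* with the genes above, had a median of 1.15 in 21 M B6 and −0.17 in 6 M DTR, and a list of 14 genes of endoplasmic reticulum stress one of −0.16 and −0.12, at percentiles 50.72 and 11.21. The median of the heat shock list was positive in every cell class of 21 M B6, not in tenocytes alone. In 6 M DTR, *Hspa1a* was at 1.15 and *Hspa1b* at 1.11, and both were lower than in 6 M WT among cells called male, with log2 ratios of −0.37 and −0.39.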

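Of the 5 inflammaging genes, *Il6* was at 3.5 (3.37 to 3.63) in 21 M B6 relative to 6 M WT, *Cxcl12* (ENSMUSG00000061353) at 3.06 (2.89 to 3.23) and *Bcl3* (ENSMUSG00000053175) at 2.44 (2.26 to 2.64), with smaller ratios for *Tnfaip3*, at 1.37, and *Stat3*, at 1.28. Their median log2 ratio was 1.29, at percentile 99.99. In 6 M DTR the same genes had a median of −0.48, at percentile 0.51, with *Il6* at 0.677, *Stat3* at 0.718 and *Tnfaip3* at 0.698, but *Cxcl12* and *Bcl3* at 1.33 and 1.46. Both lists were named by the paper from the same libraries. The 10 genes with the largest ratio in 21 M B6 were *Ctla2a*, at 33.1, *Ifi207*, at 18.8, *Hspa1a*, *Hspa1b*, *C4b*, at 10.4, *Tac1*, *Fgl2*, *Hsph1*, *Tnfaip6* and *Cygb*. The 21 M B6 mice differ from 6 M WT in genotype, DT treatment and age, which these libraries cannot separate. By sex-linked genes, 55.8% of called cells were female in 21 M B6 and 71.9% in 6 M WT. The median mitochondrial share of kept cells was 5.09% and 2.83%. Both list medians stayed positive within each sex and with at most 5% mitochondrial counts. Digestion time differs too, but 6 M DTR shared the 90 min of 21 M B6. Its medians were −0.13 for the proteostasis and −0.48 for the inflammaging genes, of which 3 and 2 were higher than in 6 M WT. For these lists as a whole, such values go against the shared digestion time alone and leave other handling of the 21 M B6 library open.

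**Figure D2:**
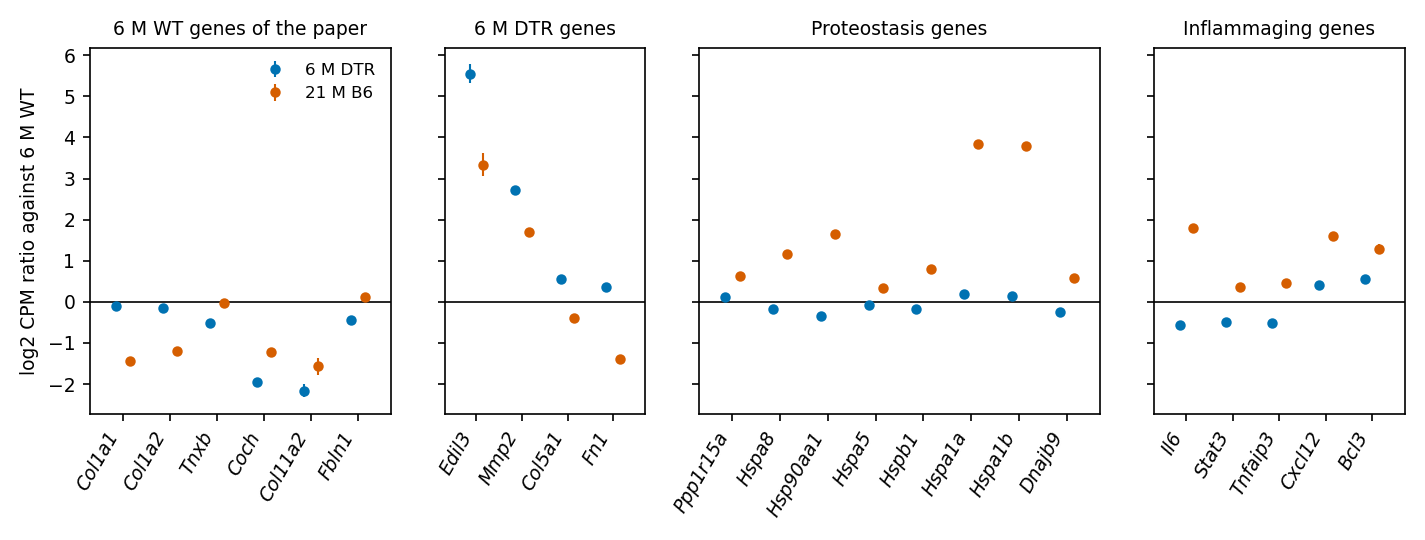
Ratio of CPM against 6 M WT in tenocyte-like cells (log2 scale) for the genes the paper names for 6 M WT, for 6 M DTR, for proteostasis and for inflammaging (4 panels), in 6 M DTR and 21 M B6. Points are ratios of summed counts of 1 library each and bars are exact 95% counting intervals. *Edil3* lies at 5.54 in 6 M DTR, and *Hspa1a*, the gene the paper calls Hspa1, at 3.83 in 21 M B6.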

Further analysis showed that in the DTR group there was a retention of tenocytes 2, while this population was decreased by 96.2% in the aged WT tendon relative to the young WT (Figure 4B–E*)*. 

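The sub-cluster with tenocytes 2 markers, called tenocytes 2-like, held 150 cells in 6 M WT, 327 in 6 M DTR and 105 in 21 M B6, after genes that differ between libraries had been left out. As a share of all cells this was 1.79% (1.52 to 2.10), 4.99% (4.47 to 5.54) and 2.19% (1.79 to 2.64), and as a share of tenocyte-like cells 2.79%, 12.2% and 10.3%. Their number changed by 118% in 6 M DTR and by −30.0% in 21 M B6. The size of this population depended on the clustering. At a resolution of 0.2 a pair of sub-clusters carried tenocytes 2 markers, which together made up 12.1%, 14.0% and 6.61% of all cells, a change in share of 15.6% in 6 M DTR and −45.5% in 21 M B6, while the number of cells changed by −9.37% and −68.7%. The one led by *Igfbp3*, *Mstn* and *Scn7a*, like the tenocytes 2-like cells above, rose in share by 185% in 6 M DTR and 31.8% in 21 M B6. The other, with 1675 cells and *9330159F19Rik*, *Mbd4* and haemoglobin genes among its leading genes, changed by −12.5% and −58.4%. Without integration and with all variable features, in the clustering chosen after the data had been seen, tenocytes 2-like cells numbered 914, 1441 and 33, which is 10.9%, 22.0% and 0.688% of all cells, and their number changed by 57.7% in 6 M DTR and −96.4% in 21 M B6. That sub-cluster consisted mostly of 6 M DTR cells and had *Mstn* and *Edil3* among its leading genes. The share in 6 M DTR rose under 10 of 11 alternatives. In the exception, with the tenocyte-like cells integrated anew, it changed by −31.9%. There the name went by 3 of the 10 markers to a sub-cluster of 5687 cells. This sub-cluster was led by *Mstn*, which is also among the leading genes of the tenocytes 2-like cells. It further had *Kera*, *Ucma*, *Adig* and *Col11a2* among its leading genes, as the unnamed sub-cluster did. In 21 M B6 the interval of the share overlapped that of 6 M WT, so the main value shows no rise beyond counting error. The share decreased under 6 of the alternatives, among them the pooled shares at resolutions of 0.2 and 0.3 and the cells integrated anew. Its direction in 21 M B6 is not settled by these libraries.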

Tenocytes 2 express genes that give rise to ECM proteins such as *Mmp2, Lum, Col1a1, Col3a1, Col11a1, and Mfap5.* FEA demonstrated biological processes such as ‘ECM and collagen fibril organization’, ‘supramolecular fiber organization’, ‘cell adhesion’, and ‘wound healing’, suggesting that tenocytes 2 exhibit functions related to ECM organization and wound healing (Figure 4F and H). 

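In 6 M WT, *Lum* (ENSMUSG00000036446) had 709 CPM in tenocytes 2-like cells, against 180.2 in tenocytes 1-like cells and 459 in the unnamed sub-cluster. *Mfap5* (ENSMUSG00000030116) was at 246, 123 and 171 CPM in the same order, and *Mmp2* at 759.6, 23.4 and 109. For the collagen genes the values were 1402, 1142 and 602 CPM for *Col3a1* and 293, 96.2 and 225 CPM for *Col11a1*. *Col1a1* in 6 M WT was lower in tenocytes 2-like cells than in the unnamed sub-cluster and higher than in tenocytes 1-like cells. Tenocytes 2-like cells were named by 5 of the 10 markers set for tenocytes 2 and were led by *Igfbp3*, *Mstn*, *Scn7a*, *Hmcn1*, *Tac1* and *Chodl*.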

Taken together, these divergent retention of tenocytes in DTR and aged tendons might dictate divergent healing responses after injury.

In addition to divergence of tenocyte subpopulations shifts, we also assessed for potential intrinsic programmatic shifts of tenocytes 1 and 2 with DTR and natural aging by comparing the transcriptomic profile of tenocytes 1 with DTR and aging (Figure 5A–J), as well as the transcriptomic profile of tenocytes 2 in the 6 M WT vs 6 M DTR groups (Figure 5K–O). In DTR compared to WT tendons, tenocytes 1 exhibited a total of 413 DEG (Figure 5A and B). 

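Between 6 M DTR and 6 M WT, ribosomal protein genes in tenocytes 1-like cells had a median log2 ratio of −0.18 and translation factors one of −0.21, both below all random lists. The collagen genes had a median of 0.22, at percentile 99.9. *Col1a1* and *Col1a2* were higher here too, with log2 ratios from 0.14 to 0.35 and from 0.10 to 0.30 over the alternatives. Among 2919 genes with at least 50 CPM, the 5 with the largest ratio were *Mmp2*, at 7.23 (6.64 to 7.87), *Ecrg4*, at 4.71, *Mgp*, at 4.04, *Ccl5*, at 3.61, and *Ltbp2*, at 3.27. The rise of *Ccl5* was absent from cells called female, where its log2 ratio was −6.04, and over the alternatives the ratio reached 7.91. *Ccl5* is also among the leading genes of the tenocytes 3-like sub-cluster that separates only at other settings. Whether few cells carry its level was not tested. The 5 with the smallest were *Gbp6*, at 0.163 (0.134 to 0.197), *Slc7a11*, *Saa2*, *Steap4* and *Coch*, of which *Saa2* was higher in 6 M DTR among cells called male, with a log2 ratio of 0.49.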

FEA revealed that tenocytes 1 in the 6 M WT group exhibited processes such as ‘translation’, ‘macromolecule biosynthetic process’, ‘structure morphogenesis’, while in the 6 M DTR group, tenocytes 1 exhibited processes such as ‘cell migration’, ‘ECM organization’, and ‘wound healing’ (Figure 5C–E). In contrast, looking at age-related programmatic shifts of tenocytes 1 (Figure 5F–H), while young WT tenocytes 1 exhibited processes such as ‘collagen biosynthesis’, ‘ECM organization’, and ‘immune cell chemotaxis’ (Figure 5I), aged tenocytes 1 exhibited processes related to potential indicators of aging hallmarks such as loss of proteostasis ‘response to unfolded protein’, ‘protein refolding’, and ‘inflammaging’ ‘T cell activation’, ‘immune response’ (Figure 5J). 

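In tenocytes 1-like cells of 21 M B6 relative to 6 M WT, where the median of all genes was −0.20 on the log2 scale, the proteostasis genes had a median log2 ratio of 1.12 and the inflammaging genes one of 0.88, at percentiles 100 and 99.98. The heat shock list was at 1.12, with *Hspa1a* at 11.6 (11.1 to 12.2) and *Il6* at 3.10 (2.83 to 3.39). The genes of endoplasmic reticulum stress went the other way, with a median of −0.33 at percentile 2.84. Collagen genes were lower, with a median of −0.59 at percentile 0.01. Ribosomal protein genes were at −0.07 and changed direction with TMM scaling, to 0.09. The 5 largest ratios were those of *Hspa1a*, *Hspa1b*, *Fgl2*, at 7.22, *Mmp2*, at 5.42, and *Hsph1*, at 5.42. The smallest were found for *Slpi*, at 0.00860, *Lcn2*, at 0.0155, *Saa2*, at 0.0180, *Mmp3* and *Gm41724*. *Slpi* had 2 UMIs in 21 M B6, and *Slpi*, *Lcn2* and *Mmp3* are among the leading genes of the tenocytes 3-like sub-cluster that separates only at other settings, so whether few cells carry their level in 6 M WT was not tested. These values rest on 312 cells of 21 M B6.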

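Tenocytes 2-like cells of 6 M DTR and 6 M WT were compared over the lists used for tenocytes 1-like cells. The collagen genes had a median log2 ratio of 0.32, at percentile 99.91, the ribosomal protein genes one of −0.20 at percentile 0.53, and the translation factors one of −0.22 at percentile 0.08. *Mmp2* was at 2.16 (2.04 to 2.29), *Lum* at 1.97 (1.85 to 2.08), *Col3a1* at 2.00 (1.92 to 2.09), *Mfap5* at 3.15 (2.87 to 3.47), *Col11a1* at 1.30 (1.18 to 1.44) and *Col1a1* at 1.07 (1.05 to 1.10). The 5 largest ratios belonged to *Cemip*, at 56.5 (15.4 to 469), *Ibsp* and *Il1rl1*, which had no UMI in 6 M WT and were at least 39.2-fold and at least 38.2-fold higher against a floor of 3 counts, *Mmp13*, at 21.5, and *Hba-a1*. The 5 smallest were those of *Saa3*, at 0.0167, *Saa1*, *Gdf15*, *Wif1* and *Coch*. Without integration and with all variable features, *Saa3* and *Saa1* are among the leading genes of a tenocytes 3-like sub-cluster. Whether few cells carry their level in 6 M WT was not tested. The 6 M WT side of this comparison holds 150 cells.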

Regarding programmatic changes of tenocytes 2 in 6 M WT vs DTR (Figure 5K), FEA analysis from the DEGs (Figure 5L and M) showed that tenocytes 2 in the young WT tendons exhibited biological processes such as ‘*macromolecule biosynthetic and metabolic processes’, ‘collagen metabolic processes’,* and ‘*ECM organization’*, while tenocytes 2 in the young DTR group exhibited further elevated as well as new processes related to matrix organization and remodeling such as ‘*ECM organization’, ‘extracellular fibril organization’,* and ‘*ECM assembly’* (Figure 5N and O)*.* These divergent intrinsic programmatic shifts in tenocytes between DTR and aged tendons might also dictate the divergent healing responses that are observed in these models.

**Figure 5.**
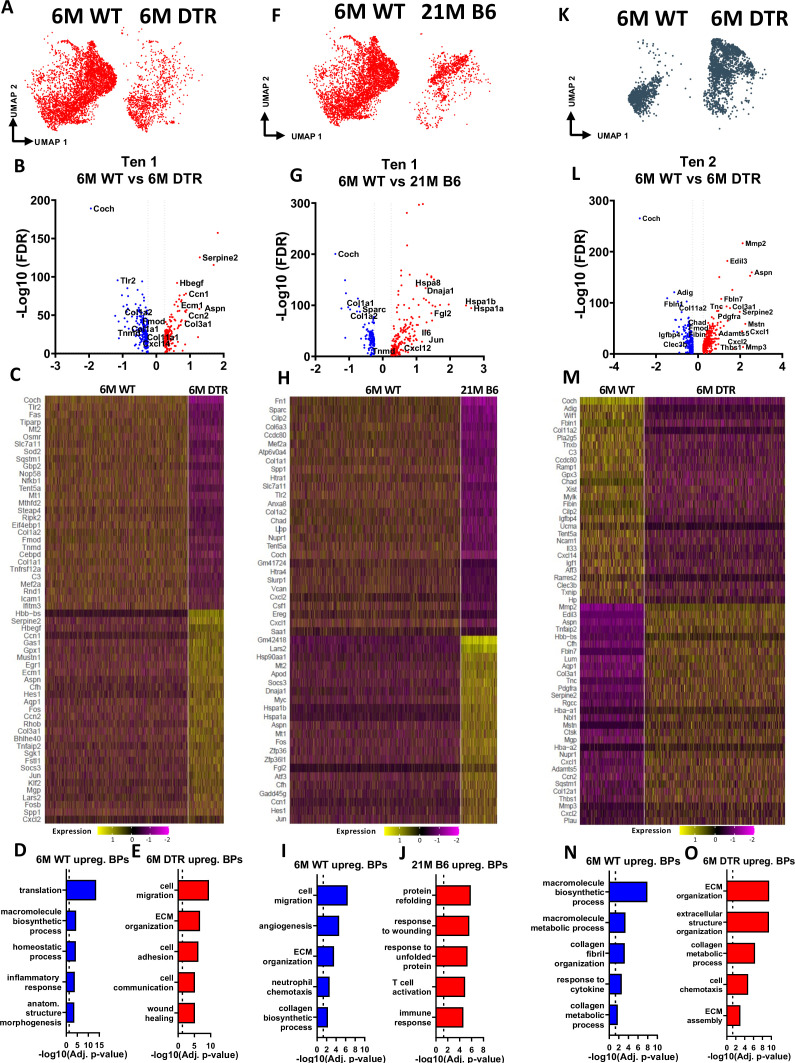
Tenocytes 1 and 2 become more ECM organizational in DTR tendons while tenocytes 1 exhibit indications of aging hallmarks such as loss of proteostasis and inflammaging. (**A**) UMAP plot of tenocytes 1 in 6 M WT and DTR groups. (**B**) Volcano plot visualizing all the significantly different genes in tenocytes 1 between 6 M WT vs. 6 M DTR. Blue dots indicate genes that are down-regulated in DTR vs WT, while red indicates genes up-regulated in DTR vs. WT. (**C**) Heatmap of the top 50 differentially expressed genes of tenocytes 1 between 6 M WT and DTR groups. (**D**) Biological processes up regulated in 6 M WT tenocytes 1. (**E**) Biological processes upregulated in 6 M DTR tenocytes 1. (**F**) UMAP plot of tenocytes 1 in 6 M WT and 21 M B6 groups. (**G**) Volcano plot visualizing all the significantly different genes of tenocytes 1 between 6 M WT and 21 M B6. Blue dots indicate genes that are down-regulated in 21 M B6 vs. 6 M WT, while red indicates genes up-regulated in 21 M B6 vs. 6 M WT. (**H**) Heatmap of the top 50 differentially expressed genes of tenocytes 1 between 6 M and 21 M B6 groups. (**I**) Biological processes of tenocytes 1 in 6 M WT group. (**J**) Biological processes of tenocytes 1 in 21 M B6 group. (**K**) UMAP plot of tenocytes 2 in 6 M WT and 6 M DTR groups. (**L**) Volcano plot visualizing all the significantly different genes of tenocytes 2 between 6 M WT vs. 6 M DTR. Blue dots indicate genes that are down-regulated in DTR vs WT, while red indicates genes up-regulated in DTR vs. WT. (**M**) Heatmap of the top 50 differentially expressed genes of tenocytes 2 between 6 M WT and 6 M DTR groups. (**N**) Biological processes upregulated in 6 M WT Tenocytes 2. (**O**) Biological processes upregulated in 6 M DTR Tenocytes 2.

### Tenocyte autocrine and paracrine signaling is differentially altered with Scleraxis-lineage depletion vs. natural aging

Cellular communication is crucial for maintenance of tissue homeostasis (Bissonnette et al., 2020; Lee and Schwarz, 2020; Franklin, 2021; Mattes and Scholpp, 2018; Park et al., 2017), and physiological communication patterns are impaired with aging, leading to disruptions tissue health (López-Otín et al., 2013; Robert and Fulop, 2014). Therefore, we next determined what the predominant tenocyte communication patterns are in young WT tendon, and how these patterns are changed in the contexts of depletion and natural aging.

Young WT tenocytes 1–3 exhibit both autocrine and paracrine signaling (Figure 6—figure supplement 1A, B) Tenocytes 1 exhibit high communication strength as both sender and receiver, tenocytes 2 is the predominant sender but exhibits low intercellular communication strength as a receiver and tenocytes 3 exhibits high communication strength as a receiver but low strength as a sender (Figure 6—figure supplement 1C, D). Scleraxis-lineage cell depletion resulted in substantial shifts in tenocyte autocrine and paracrine communication (Figure 6A–F). Tenocytes 1 exhibited a decrease in overall communication, tenocytes 2 exhibited an increase in autocrine and paracrine signaling to tenocytes 1, but a decrease in paracrine signaling to tenocytes 3. Finally, tenocytes 3 demonstrated a decrease in autocrine and paracrine signaling to tenocytes 1, and an increase in paracrine signaling to tenocytes 2 (Figure 6B). 

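The communication analysis of the paper rests on a ligand-receptor database that is not used here, and only the levels of genes of these pathways in tenocyte-like cells were compared. *Lifr* (ENSMUSG00000054263) was at 0.514 (0.491 to 0.538) in 6 M DTR relative to 6 M WT and *Cadm1* (ENSMUSG00000032076) at 0.405 (0.358 to 0.456), while *Cadm3* was at 1.08. *Nectin1*, *Nectin2* and *Nectin3* were at 1.31, 0.869 and 1.02, and *Efna1*, *Epha2* and *Epha3* at 0.567, 1.25 and 0.630. *Il6* and semaphorin genes were not higher in 6 M DTR as a group, with *Sema3a* at 0.570, *Sema3b* at 0.731, *Sema3c* at 1.04 and *Sema3d* at 0.912. Higher levels were found for *Jag1* (ENSMUSG00000027276), at 2.80 (2.53 to 3.11), *Notch1*, at 1.84, *Notch2*, at 1.39, and *Notch3*, at 2.23, but not for *Dll1*, at 0.398. *Fgf2* and *Fgf18* were at 1.16 and 1.57, and *Fgf7* at 0.781. A transcript ratio is not a communication score, which also weighs the receptor and the sending and receiving groups.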

Five signaling pathways (CHAD, LIFR, NECTIN, CADM, EPHA) were identified exclusively in the 6 M WT group, while four signaling pathways (IL6, SEMA3, NOTCH, and FGF) were expressed only in the 6 M DTR group (Figure 6C). The heatmaps demonstrate the strength of outgoing (Figure 6D), and incoming (Figure 6E) signaling patterns in tenocytes. 

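In tenocyte-like cells, *Thbs2* (ENSMUSG00000023885) had 758 CPM in 6 M WT and 680.2 CPM in 6 M DTR, a ratio of 0.898 (0.884 to 0.912). *Thbs3* (ENSMUSG00000028047) had 124 and 105 CPM, a ratio of 0.846 (0.814 to 0.879). *Comp* (ENSMUSG00000031849) was higher in 6 M DTR, with 6984 against 5103 CPM and a ratio of 1.37 (1.36 to 1.38). The other thrombospondin genes, *Thbs1* and *Thbs4*, were at 2.16 and 1.6.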

We further focused on the THBS signaling pathway since *Thbs2, Thbs3,* and *Comp* were significantly decreased with depletion in both the proteomics and scRNAseq datasets (Figure 2A and D; Figure 6—figure supplement 1). 

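The receptor genes *Sdc1* (ENSMUSG00000020592) and *Sdc4* (ENSMUSG00000017009) were at 0.832 (0.785 to 0.881) and 0.780 (0.770 to 0.791) in tenocyte-like cells of 6 M DTR relative to 6 M WT, and *Cd47* (ENSMUSG00000055447) at 1.29 (1.27 to 1.32). In tenocytes 1-like cells the ratios were 1.18 (1.15 to 1.22) for *Thbs2*, 0.914 (0.865 to 0.965) for *Thbs3*, 0.842 for *Sdc1*, 0.826 for *Sdc4* and 1.13 for *Cd47*. *Thbs2* in tenocytes 1-like cells changed direction among cells called male, to a log2 ratio of −0.04. In tenocytes 2-like cells they were 1.45 (1.35 to 1.56) for *Thbs2*, 0.570 (0.494 to 0.657) for *Thbs3*, 2.14 (1.48 to 3.18) for *Sdc1*, 0.750 for *Sdc4* and 1.31 for *Cd47*.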

More specifically, we identified that *Thbs3-Sdc1, Thbs2-Sdc4, Thbs2-Sdc1,* and *Thbs2-Cd47* ligand-receptor interactions were decreased in tenocytes 1–3 with depletion (Figure 6F), suggesting that this interaction may be important for maintenance of tendon homeostasis.

**Figure 6.**
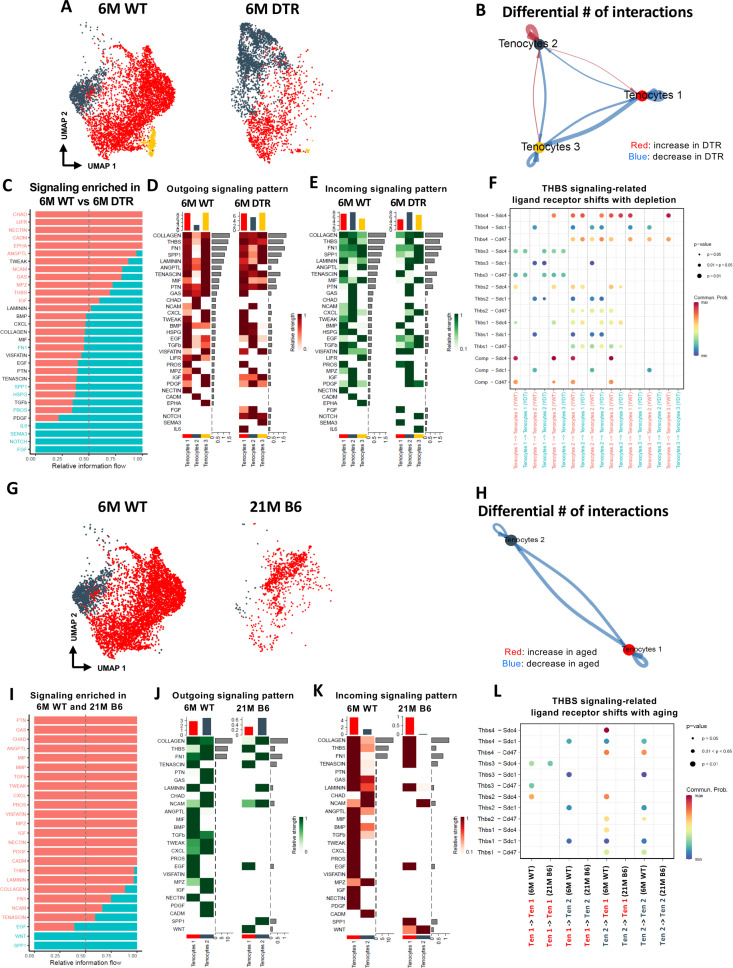
Tenocyte-tenocyte communication is impaired with both Scleraxis-lineage cell depletion and natural aging. (**A**) UMAP plot of tenocytes subpopulations in the 6 M WT and DTR groups. (**B**) Differential number of cell-cell interactions of tenocytes 1–3 in the 6 M WT and DTR groups (red color indicates an increase and blue color indicates a decrease in cell communication with Scleraxis-lineage cell depletion relative to WT, respectively; arrow indicates the communication between two different cells and the direction of the arrow indicates the cell that expresses the ligand vs the cell that expresses the receptor, where the pointed cell by the arrow is the receiver). (**C**) All the signaling pathways that were identified in the 6 M WT and DTR groups (pathways highlighted with orange color indicate those that were expressed only or higher in the 6 M WT relative to 6 M DTR group; pathways highlighted with green color indicate those that were expressed only or higher in the 6 M DTR relative to 6 M WT group). (**D**) Heatmap with all the outgoing signaling patterns for tenocytes 1–3 for the 6 M WT and DTR groups. (**E**) Heatmap with all incoming signaling patterns for tenocytes 1–3 for the 6 M WT and DTR groups. (**F**) THBS signaling-related ligand-receptor interactions that take place in the 6 M WT and DTR groups. (**G**) UMAP plot of tenocytes subpopulations in the 6 M WT and 21 M B6 groups. (**H**) Differential number of cell-cell interactions of tenocytes 1 and 2 in the 6 M WT and 21 M B6 groups (blue color indicates a decrease in cell communication with natural aging relative to WT); arrow indicates the communication between two different cells and the direction of the arrow indicates the cell that expresses the ligand vs the cell that expresses the receptor, where the pointed cell by the arrow is the cell that expresses the receptor or in other words the receiver (**I**) All the signaling pathways that were identified in the 6 M WT and 21 M B6 groups (pathways highlighted with orange color indicate those that were expressed only or higher in the 6 M WT relative to the 21 M B6 group; pathways highlighted with green color indicate those that were expressed only or higher in the 21 M B6 groups relative to 6 M WT group). (**J**) Heatmap with all the outgoing signaling patterns for tenocytes 1 and 2 for the 6 M WT and 21 M B6 groups. (**K**) Heatmap with all incoming signaling patterns for tenocytes 1 and 2 for the 6 M WT and 21 M B6 groups. (**L**) THBS signaling-related ligand-receptor interactions that take place in the 6 M WT and 21 M B6 groups.

**Figure 6—figure supplement 1.**
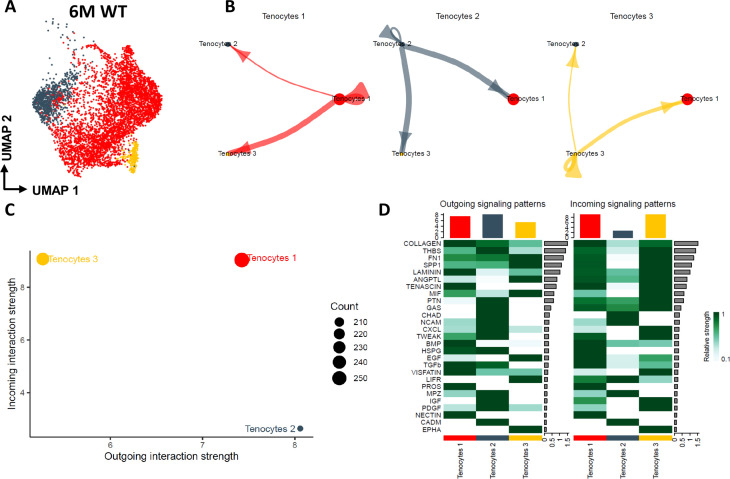
Tenocyte-tenocyte communication in the young adult FDL tendons. (**A**) UMAP plot visualizing the three tenocyte subpopulations that exist in the 6 M WT FDL tendons. (**B**) Circle plot visualizing the autocrine and paracrine communication strength of each tenocyte subpopulation. (**C**) CellChat-based plot visualizing the incoming and outgoing communication strengths for each tenocyte subpopulation. (**D**) Heatmap of all the signaling pathways that are present during tenocyte-tenocyte communication, highlighting the outgoing vs incoming patterns for each tenocyte subpopulation.

In contrast to altered communication in response to DTR, natural aging results in an almost complete loss in tenocyte communication compared to 6 M WT (Figure 6G–L). Tenocytes 1 and 2 exhibited a loss of both autocrine and paracrine communication (Figure 6H). A majority of the signaling pathways were expressed only in the 6 M WT group, suggesting that with natural aging there is a substantial and widespread loss of tenocyte-tenocyte communication (Figure 6I–K). Interestingly, SPP1 and WNT pathways were present only in the aged group in both an outgoing and incoming pattern (Figure 6J and K). 

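*Spp1* (ENSMUSG00000029304) was lower in tenocyte-like cells of 21 M B6 than in 6 M WT, with 858 against 3732 CPM and a ratio of 0.230 (0.225 to 0.234), and was among the 10 genes with the smallest ratio. Of the Wnt genes, *Wnt5a* (ENSMUSG00000021994) was at 6.38 (3.52 to 11.6), *Wnt10b* (ENSMUSG00000022996) at 5.27 (3.82 to 7.27), *Wnt9a* at 3.33 (3.00 to 3.68) and *Wnt11* at 1.51 (1.24 to 1.84). *Wnt4* and *Wnt5b* were at 0.867 (0.656 to 1.13) and 0.645 (0.343 to 1.12). Counts behind these ratios were low, with 24 UMIs of *Wnt5a* and 85 of *Wnt10b* in 6 M WT and 26 and 76 in 21 M B6.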

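In tenocyte-like cells of 21 M B6, *Thbs2* was at 0.815 (0.796 to 0.835) and *Thbs3* at 0.841 (0.792 to 0.892) relative to 6 M WT, log2 ratios of −0.29 and −0.25 that lie within 0.1 of the median of all genes in this comparison. *Sdc1* was at 0.308 (0.267 to 0.354), *Sdc4* at 0.645 (0.630 to 0.660) and *Cd47* at 0.810 (0.784 to 0.837), so that among these genes *Sdc1* fell most. In tenocytes 1-like cells the ratios were 1.03 for *Thbs2*, 0.860 for *Thbs3*, 0.246 for *Sdc1*, 0.599 for *Sdc4* and 0.818 for *Cd47*. *Comp* was at 0.941 in tenocyte-like cells and changed direction under 4 alternatives, TMM scaling among them, with a log2 ratio of 0.12.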

Finally, we also identified a loss of THBS signaling with natural aging, including *Thbs3-Sdc4, Thbs3-Sdc1, Thbs2-Sdc4, Thbs2-Sdc1,* and *Thbs2-Cd47* (Figure 6L), which was very similar to the ligand-receptor interactions lost with depletion (Figure 6F). Taken together, aging results in broad decline in tenocyte-tenocyte communication, and future work will define whether decreased and altered communication between the remaining tenocytes may drive further degeneration beyond that observed at 21 M B6.

## Discussion

Aging impairs tendon homeostasis, increases the risk of degeneration (Riel et al., 2019; Teunis et al., 2014) and the frequency of injury, and diminishes healing capacity after injury (Ackerman et al., 2017; Teunis et al., 2014; Houshian et al., 1998). In addition, clinical studies have shown that age-related tendon changes are associated with impaired dynamic stability and increased risk of falling, factors that significantly increase both morbidity and mortality (Onambele et al., 2006; Tomlinson et al., 2021; Karamanidis et al., 2008). In this study, we identified the cell and molecular mechanisms that maintain tendon homeostasis during adulthood and demonstrate how these mechanisms are disrupted with aging. Moreover, we demonstrated that depletion of Scleraxis-lineage cells in the adult tendon mimics age-related impairments in cellular density, ECM structure, composition, and material quality. By comparing these two models, we were able to delineate the mechanisms that regulate tendon homeostasis, independent of the systemic effects of aging, while also establishing the tendon-specific response to aging. More specifically, we have demonstrated that loss of a critical mass of biosynthetic tenocytes, or biosynthetic tenocyte function initiates a degenerative cascade in tendon. This is particularly striking as it demonstrates that it is the decline in cell density and the accompanying loss of cell function itself that drives age-related tendon degeneration, rather than age-related programmatic shifts. Finally, these data provide more granular information on the timeline in which age-associated declines in tendon cell density occur and provide a functional and mechanistic link between declines in tendon cell density and initiation of tendon degeneration. Moreover, we have identified preventing the loss of biosynthetic tenocytes (whether via apoptosis or other mechanisms) as a critical intervention point for maintaining tendon structure-function.

While we have previously shown that this Scleraxis-lineage depletion strategy results in a ~60% decrease in tendon cell density (Best et al., 2021), it was unknown whether this was a sustained or transient depletion event that eventually results in re-population of the tendon via compensation by non-depleted populations. Indeed, this model results in sustained cell depletion, thus allowing assessment of the long-term impact of Scleraxis-lineage cell deficiency. It is important to note that this model likely depletes any ‘progenitor’ cell populations due to the use of non-inducible Scx-Cre, further inhibiting any potential cellular rebounding post-depletion. We observed that Scleraxis-lineage cell depletion resulted in almost identical cellular density with older (12 M old) and geriatric (31 M old) tendons, indicating that with depletion, there is an acceleration of the natural age-related tendon cell loss. An age-related decline in tendon cell density has been extensively documented, with consistent decreases across anatomically distinct tendons and animal models (Korcari et al., 2023; Sugiyama et al., 2019; Stanley et al., 2007; Yan et al., 2020; Freedman et al., 2022). However, the fact that Scleraxis-lineage depletion in young animals results in a comparable decline in cellularity suggests there may be mechanisms that maintain a minimum level of cellularity and prevents complete cell loss, although these mechanisms remain to be defined. Moreover, the recapitulation of many established hallmarks of tendon aging, including altered ECM structure, organization, and material quality (Connizzo et al., 2013; Gehwolf et al., 2016; Dunkman et al., 2013; Sugiyama et al., 2019; Ippolito et al., 1980; Watanabe et al., 1994; Watanabe et al., 1997), further supports the utility of defining the consistent underlying mechanisms between DTR and aging to define previously unappreciated drivers of age-related tendon pathology. Indeed, the combination of transcriptomic and proteomic analyses in these models has facilitated identification of the key alterations in ECM composition that are associated with initiation and progression of tendon degeneration. Consistent with declines in high-turnover rate proteoglycans and glycoproteins with aging in other tissues (Choi et al., 2020; Ewald, 2020; Ariosa-Morejon et al., 2021; McCabe et al., 2020), these classes of proteins were decreased in both aged and young depleted tendons, demonstrating that Scleraxis-lineage cells are required to directly regulate the synthesis and maintenance of multiple GPs and PGs, which are crucial to maintain tendon structure-function, since their decrease results in significantly impaired collagen fibril organization and biomechanical properties. While other studies have shown through genetic KO models, that high turnover rate GPs and PGs are required to maintain tissue (tendon, bone, cartilage, skin) homeostasis during adulthood (Watanabe et al., 1994; Watanabe et al., 1997; Batista et al., 2014; Hessle et al., 2014; Pöschl et al., 2004; Cosgrove et al., 1996; Hecht et al., 1995; Geng et al., 2008; Tiedemann et al., 2013; Sakai et al., 2016; Dex et al., 2017; Barbier et al., 2014; Kokenyesi et al., 2004; Qabar et al., 1994), they have been primarily descriptive. In contrast, we demonstrate that Scleraxis-lineage cells are a ‘master-regulator’ of multiple ECM-related proteins during tendon homeostasis. More specifically, we identified decreased expression of COCH and CHAD protein in the tendon ECM in these models, as well as a consistent decline in Coch + and Chad + cells. Interestingly, COCH expression is observed in the spiral ligament of the inner ear, and *Coch*-/- results in degeneration of this ligament (Kommareddi et al., 2007), further supporting the potential importance of this molecule in maintenance of tendon structure.

Consistent with prior scRNAseq studies in mouse and human tendons (De Micheli et al., 2020; Kendal et al., 2020; Kaji et al., 2021), we have identified substantial heterogeneity of the tendon cell environment. We have further built on this by establishing the functional consequences of decreasing the subpopulation that is primarily characterized by ECM biosynthetic functions. Interestingly, age-related declines in ECM biosynthetic function have also been identified in mouse and human skin fibroblasts (Solé-Boldo et al., 2020; Salzer et al., 2018), thus, future work will focus on establishing and disrupting the mechanisms that drive age-related declines in biosynthetic tenocyte number and function. In addition, we found that Guanylate binding protein 2 (GBP2) was a unique marker for the biosynthetic tenocytes 1, allowing us to track and identify this tenocyte biosynthetic subpopulation. While there are no studies that have assessed the function of GBP2 in tendon, other studies have shown that GBP2 exhibits host-defense and anti-microbial functions (Tretina et al., 2019; Kutsch and Coers, 2021). Based on the innate immune and defense response BPs of tenocytes 1, in addition to their biosynthetic capacity, it could be speculated that this subpopulation may play a role in the immune defense response of tendons after injury. Since tenocytes 1 decreases with aging, it might drive additional tendon intrinsic immune dysregulation after an injury, further impeding the healing capacity of aged tendons. However, future studies are needed to define the function of GBP2 in tendon cells. As such, GBP2 is exclusively used as a marker of Tenocytes 1 in this study. Finally, our CellChat analyses identified that Thbs2-Sdcn4 signaling was significantly impaired with both DTR and aging, suggesting that this pathway might be important for maintenance of tendon homeostasis. While this specific pathway has not been extensively studied in tendon, previous work has shown that Sdcn4 is required for muscle development, homeostasis, and healing after injury (Cornelison et al., 2004; Rønning et al., 2020). As such, future studies can better define the role of this signaling axis in tendon health, as it may represent promising therapeutic target.

In addition to comparable declines in biosynthetic function and subsequent initiation of tendon degeneration in these models, there are several informative areas of divergence. First, the tenocytes that remain in aged tendons demonstrate programmatic skewing, including an increased pro-inflammatory signature and loss of proteostasis. While these shifts are not necessary for homeostatic disruption, as evidenced by comparable disruptions in DTR tendons in the absence of this skewing, it is possible that these changes drive subsequent degeneration at timepoints beyond those included in this study. Consistent with this, 31 M B6 tendons exhibit substantial increases in ECM disorganization, relative to DTR. Moreover, while no enrichment of senescent markers was observed in aged tenocytes, it is possible that the pro-inflammatory signature and loss of proteostasis may be a precursor to subsequent tenocyte senescence, which could be an important driver of additional tendon degeneration. 

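Of 16 genes linked to senescence, 12 reached 5 CPM in either library, among them *Cdkn1a* and *Gdf15*, and had a median log2 ratio of −0.07 in tenocyte-like cells of 21 M B6, at percentile 79.88, and of 0.17 over 13 genes in 6 M DTR, at percentile 94.73. *Cdkn1a* (ENSMUSG00000023067) was at 0.905 (0.885 to 0.925) in 21 M B6 and 0.828 (0.816 to 0.840) in 6 M DTR. *Cdkn2a* (ENSMUSG00000044303) had 18 UMIs in 21 M B6, 10 in 6 M DTR and 29 in 6 M WT over all tenocyte-like cells, or 1.47, 0.283 and 0.403 CPM, too few for the list. Per total counts it was at 3.66 (1.91 to 6.81) in 21 M B6 and 0.703 (0.306 to 1.48) in 6 M DTR relative to 6 M WT.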

Finally, in addition to the unique programmatic shifts observed in aged tenocytes vs. the young depletion model, aged tendon resident macrophages demonstrate similar shifts in biological processes toward a response to protein unfolding, suggesting this may be a conserved feature of tendon cell natural aging. Another intriguing consideration is how these divergent shifts in tenocyte programs may relate to the divergent healing outcomes observed between these models (Figure 7). Consistent with impaired healing capacity in many aged tissues (Ackerman et al., 2017; Browder et al., 2022; Sgonc and Gruber, 2013; Yamaguchi et al., 2021), we have previously shown that 22 month-old tendons heal in a mechanically inferior manner, relative to young tendons, and fail to form the provisional ECM needed for successful healing (Ackerman et al., 2017). Thus, establishing how these intrinsic programmatic shifts may impair specific aspects of the healing process will be necessary to develop strategies to rescue the aged tendon healing process. In contrast, the cells that remain in DTR tendons display programmatic shifts associated with enhanced remodeling capacity. Moreover, DTR tendons demonstrate improved healing capacity relative to age-matched WT repairs (Best et al., 2021). As such, understanding the signals that drive this programmatic shift in DTR, and establishing the mechanisms by which Scleraxis-lineage cell depletion enhances tendon healing holds tremendous potential for tendon tissue engineering and therapeutic strategies. Finally, these data highlight the surprising finding that homeostatic disruptions including decreased cell density and altered ECM composition, quality and organization are not of central relevance to the quality of the tendon healing response, suggesting a de-coupling of the mechanisms that regulate homeostasis and healing capacity.

**Figure 7.**
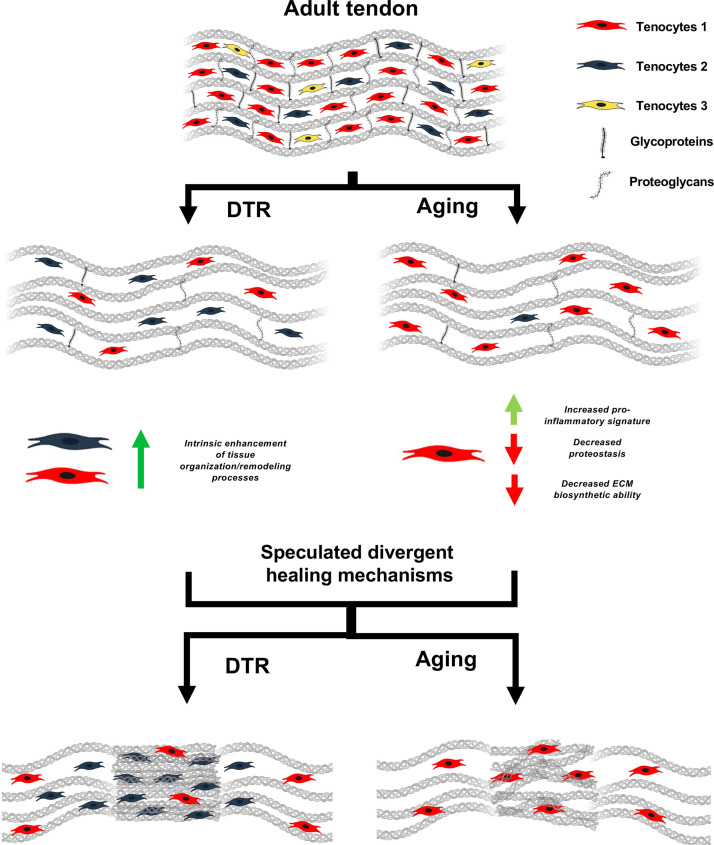
Schematic highlighting key findings and proposed models for divergent healing responses in young depleted vs aged tendons. Both young DTR and aged WT tendons have similar decreases in tissue structure, organization, material quality, and total cell density. They also follow the same mechanism of ECM degeneration via a substantial decrease in the number of proteoglycans and glycoproteins with high turnover rate. However, in terms of cell composition shifts with depletion and natural aging, young DTR tendons are comprised mainly of tenocytes specialized in tissue organization and remodeling. What is more, young DTR have little to no inflammatory/reactive tenocytes. In contrast, old WT tendons are comprised predominantly of inflammatory and age-related functionally impaired tenocytes and exhibit little to no presence of tissue remodeling tenocytes. We speculate that these significantly different cellular compositions are some of the main causes resulting in divergent healing responses, with young DTR tendons showing improved healing while old WT tendons exhibiting impaired healing response.

One limitation of the study is that the *Scx-Cre; DTR ^F/+^* targets all Scleraxis-lineage cells, and the Scleraxis-lineage is known to contribute to tissues in addition to tendon (*e.g.* bones and muscle) (Agarwal et al., 2017; Yoshimoto et al., 2017). However, our initial plans to deplete Scleraxis-lineage cells by utilizing the inducible *Scx-Cre^ERT2^* crossed to the diphtheria toxin A-subunit gene (DTA) mouse model, resulted in insufficient cell depletion. *Scx-Cre^ERT2^*; Rosa-DTR mice could be an alternative to inducibly deplete only adult Scleraxis-lineage cells, although this model requires both TMX and DT administration, and discrepencies in labelling vs. depletion may be observed. In addition, while we clearly demonstrate programmatic skewing in aged (21 M) tendons, relative to young, it is not clear when cells begin to undergo this programmatic shift. Future work to define the temporal nature will the establish the onset of these shifts as an additional important intervention point for maintaining physiological tendon cell function.

In summary, our morphological and multi-omics analyses identified Scleraxis-lineage cell depletion as a novel model of accelerated tendon ECM aging based on comparable changes in ECM organization, composition, and material quality with aged tendons. Moreover, we defined loss of a critical mass of biosynthetic tenocyte function as a conserved initiator of disrupted tendon homeostasis and degeneration in both young and aged animals. Thus, identifying strategies to prevent apoptosis of this population is an important priority for maintaining tendon health through the lifespan. Finally, we have demonstrated divergent programmatic skewing between Scleraxis-lineage cell depletion in young animals, and natural aging, and suggest that these differences may underpin the divergent healing capacity observed in these models. Therefore, it will be necessary to develop different strategies to address or prevent these two distinct manifestations of aging in the tendon to preserve both tendon homeostasis and healing capacity.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus. musculus*)	*Scx*-Cre	Dr. Ronen Schweitzer		
Genetic reagent (*Mus. musculus*)	C57BL/6-*Gt(ROSA)26S or^tm1(HBEGF)Awai^*/J (*Rosa-DTR^LSL^*)	Jackson Laboratory	Stock #: 007900	Referred to as DTR in manuscript RRID:IMSR_JAX:007900
Genetic reagent (*Mus. musculus*)	C57Bl/6 J	Jackson Laboratory	Stock #: 000664	Referred to as B6 in manuscript RRID:MGI:2159769
Antibody	Anti-rabbit Rhodamine- Red-X (donkey polyclonal)	Jackson ImmunoResearch	Catalog #: 711-296-152	1:200 RRID:AB_2340614
Antibody	Anti-GBP2 (rabbit polyclonal)	Proteintech	Catolog #: 11854–1-AP	1:500 RRID: AB_2109336
Chemical Compound, Drug	Diphtheria Toxin (DT)	Millipore Sigma	Catalog #: D0564-1MG	20 ng DT / injection
Software, algorithm	GraphPad Prism software	GraphPad Prism	https://graphpad.com	Version 9.5
Software, algorithm	OlyVIA software	Olympus	https://www.olympus-lifescience.com/en/support/downloads/	Version 2.9
Software, algorithm	ImageJ software	ImageJ	http://imagej.nih.gov/ij/	
Software, algorithm	R studio	R Studio	https://www.rstudio.com	
Software, algorithm	DAVID Gene Functional Classification Tool	Huang et al., 2009	https://david.ncifcrf.gov/	Version 6.8
Software, algorithm	CellChat	Jin et al., 2021	http://www.cellchat.org	Version 1.1.3
Software, algorithm	Seurat R package	Stuart et al., 2019	https://www.rdocumentation.org/packages/Seurat/versions/4.1.0	Version 4.0
Software, algorithm	Discoverer software platform	Thermo Fisher		Version 2.4
Software, algorithm	PANTHER classification system	Mi et al., 2021	http://pantherdb.org/	
Software, algorithm	Search Tool for Retrieval of Interacting Genes/ Proteins (STRING)	Szklarczyk et al., 2019		v11.0
Software, algorithm	MatrisomeDB	Hynes and Naba, 2012.	https://web.mit.edu/hyneslab/matrisome/	
Software, algorithm	*CellMarker* software	Zhang et al., 2019	http://bio-bigdata.hrbmu.edu.cn/CellMarker/search.jsp	
Other	Gene Expression Omnibus (GEO)		Accession # GSE214929	Single-cell RNA sequencing data
Other	ProteomeXchange Consortium		Dataset Identifier: PXD037230	Proteomics data

### Mice

All animal studies were approved by the University Committee for Animal Resources (UCAR) and in compliance with ARRIVE guidelines. Scx-Cre mice were generously provided by Dr. Ronen Schweitzer. ROSA26-iDTR^F/F^ (#007900) mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). Scx-Cre mice were crossed to ROSA26-iDiphtheria Toxin Receptor^Lox-STOP-Lox^ (DTR^F/F^) mice to generate a model of Scleraxis-lineage tendon cell depletion (Scx-Cre^+^; DTR^F/+^; referred to as DTR). Expression of DTR is inhibited prior to Cre-mediated recombination due to the presence of a STOP cassette flanked by loxP sites (Lox-STOP-Lox). After Cre-mediated recombination, the STOP cassette is deleted, resulting in expression of DTR, specifically in Scleraxis-lineage cells. Thus, administration of diphtheria toxin (DT) in these mice results in apoptosis of Scleraxis-lineage cells. Scx-Cre^-^; DTR ^F/+^ (WT) littermates were used as controls. DT was administered for 5 consecutive days in the hind paws of both DTR and WT mice at three months of age. Male and female mice were used for all studies. C57BL/6 J mice (B6; #664, Jackson Laboratory) were used for natural aging studies as noted. All mouse work (injections, surgeries, harvests) were performed in the morning. Mice were kept in a 12 hr light/dark cycle.

### Paraffin histology and immunofluorescence

Sections were stained with DAPI to visualize nuclei and imaged using a VS120 Virtual Slide Microscope (Olympus, Waltham, MA). Using ImageJ (Schneider et al., 2012), a region of interest (ROI) was drawn at the tendon midsubstance and the area of the ROI was calculated. Nuclei within the ROI were manually counted, and total nuclei number was normalized to area. An n=5–7 mice per group were used for quantification. Five-micron paraffin sagittal sections of 6 M WT, 6 M DTR, and 31 M C57BL/6 J hind paws were cut. For immunofluorescence, sections were stained with an anti-GBP2 antibody (1:500, Proteintech Cat#: 11854–1-AP, RRID: AB_2109336), followed by a Donkey anti-rabbit Rhodamine-Red-X secondary antibody (1:200, Jackson ImmunoResearch, #711-296-152, RRID: AB_2340614). Sections were counterstained with DAPI to visualize nuclei and imaged using a VS120 Virtual Slide Microscope (Olympus, Waltham, MA). GBP2 + cells and total nuclei within the ROI were manually counted and the number of GBP2 + cells was normalized by the total nuclei number to quantify the percent of GBP2 + cells. All quantification was conducted in a blinded manner. An n=6–8 mice per group were used for quantification.

### Second harmonic generation two-photon confocal imaging

Five-micron paraffin sections of DTR, WT*,* and C57BL/6 J hind paws were utilized for second harmonic generation (SHG) imaging. Sections were scanned with a Spectra-Physics MaiTai HP DeepSee Ti:Sapphire Laser, tuned to 1000 nm, under ×25 magnification, 2.5 X optical zoom, and step size of 0.25 mm. 3D projections of image stacks were generated using the 3D-Project macro in ImageJ and analyzed for collagen fibril uniformity using the built-in Directionality macro function. The Directionality (dispersion) macro utilizes Fourier transform analysis to derive spatial orientation of image stacks (Lobo et al., 2015). Sections were analyzed from n=3–5 mice per group per age.

### Quantification of biomechanical properties

DTR and WT and C57BL/6 J FDL tendons were harvested from the hind paws. Specifically, each FDL tendon was carefully separated at the myotendinous junction under a dissecting microscope. The tarsal tunnel was then cut and the FDL tendon was slowly released from the tarsal tunnel, isolated until the bifurcation of the digits and then cut and released. Under the dissecting microscope, any additional connective tissues (e.g., muscle) were removed and the FDL tendon was prepared for uniaxial testing. Two pieces of sandpaper were placed on each end of the tendon and glued together using cyanoacrylate (Superglue, LOCTITE). All the steps above were performed with the tissue periodically submerged in PBS to avoid any potential tissue drying. Each gripped tendon was transferred into a semi-customized uniaxial microtester (eXpert 4000 MicroTester, ADMET, Inc, Norwood MA). The microtester, along with the sample, was transferred to an inverted microscope (Olympus BX51, Olympus) to visualize the tendon and quantify the gauge length, width, and thickness. The gauge length of each sample was set as the end-to-end distance between opposing sandpaper edges and was set the same for all samples tested. The cross-section of the tendon was assumed to be an ellipse, where the width of the tissue represents the major axis and the thickness of the tissue represents the minor axis. Based on the optically measured width and thickness of each tendon, the area of the elliptical cross-section was computed. After measurement of the tendon’s gauge length, a uniaxial displacement-controlled stretching of 1% strain rate until failure was applied. Load and grip-grip displacement data were recorded and converted to stress-strain data, and the failure mode was tracked for each mechanically tested sample. The load-displacement and stress-strain data were plotted and analyzed to determine structural (*stiffness)* and material (*modulus*) properties. Specifically, the slope of the linear region from the load displacement graph was determined to be the stiffness of the tested sample. The slope of the linear region from the stress-strain graph was taken to equal the elastic modulus parameter of each tested tendon. Note that this calculation assumes that stress and strain are uniform within each specimen. A sample size of n=7 animals per group was utilized for biomechanical testing and analysis.

### Sample preparation for mass spectrometry

Homogenization of each tendon tissue was performed by adding 150 μL of 5% Sodium Dodecyl Sulphate (SDS), 100 mM Triethylammonium bicarbonate (TEAB). Samples were vortexed and then sonicated (QSonica) for 5 cycles, with a 1 min resting period on ice after each cycle. Lysates were then centrifuged at 15,000 x g for 5 min to collect cellular debris, and the supernatant was collected. Next, the total protein concentration was determined by bicinchoninic acid assay (BCA; Thermo Scientific), after which samples were diluted to 1 mg/mL in 5% SDS, 50 mM TEAB. A mass of 25 µg of protein from each sample was reduced with dithiothreitol to 2 mM, followed by incubation at 55 °C for 60 min. Iodoacetamide was added to 10 mM and incubated for 30 min in the dark at room temperature to alkylate the proteins. Phosphoric acid was added to 1.2%, followed by six volumes of 90% methanol, 100 mM TEAB. The resulting solution was added to S-Trap micros (Protifi) and centrifuged at 4000 x g for 1 min. S-Traps with the trapped protein were washed twice by centrifuging through 90% methanol, 100 mM TEAB. One µg of trypsin was brought up in 20 μL of 100 mM TEAB and added to the S-Trap, followed by 20 µL of TEAB to ensure the sample did not dry out. The cap to the S-Trap was loosely screwed on but not tightened to ensure the solution was not pushed out of the S-Trap during digestion. Samples were placed in a humidity chamber at 37 °C overnight. The next morning, the S-Trap was centrifuged at 4000 x g for 1 min to collect the digested peptides. Sequential additions of 0.1% Trifluoroacetic acid (TFA) in acetonitrile and 0.1% TFA in 50% acetonitrile were added to the S-trap, centrifuged, and pooled. Samples were frozen and dried down in a Speed Vac (Labconco), then re-suspended in 0.1% trifluoroacetic acid prior to analysis. Three tendons per genotype per timepoint were used for proteomic analysis.

### Mass spectrometry (MS)

Peptides were injected onto a homemade 30 cm C18 column with 1.8 µm beads (Sepax), with an Easy nLC-1200 HPLC (Thermo Fisher), connected to a Fusion Lumos Tribrid mass spectrometer (Thermo Fisher). Solvent A was 0.1% formic acid in water, while solvent B was 0.1% formic acid in 80% acetonitrile. Ions were introduced to the MS using a Nanospray Flex source operating at 2 kV. The gradient began at 3% B and held for 2 min, increased to 10% B over 6 min, increased to 38% B over 95 min, then ramped up to 90% B in 5 min and was held for 3 min, before returning to starting conditions in 2 min and re-equilibrating for 7 min, for a total run time of 120 min. The Fusion Lumos was operated in data-dependent mode, with MS1 scans acquired in the Orbitrap, and MS2 scans acquired in the ion trap. The cycle time was set to 2 s. Monoisotopic Precursor Selection (MIPS) was set to Peptide. The full scan was done over a range of 375–1400 m/z, with a resolution of 120,000 at m/z of 200, an AGC target of 4e5, and a maximum injection time of 50 ms. Peptides with a charge state between 2 and 5 were picked for fragmentation. Precursor ions were fragmented by collision-induced dissociation (CID) using a collision energy of 30% with an isolation width of 1.1 m/z. The Ion Trap Scan Rate was set to Rapid, with a maximum injection time of 35ms, an AGC target of 1e4. Dynamic exclusion was set to 45 s.

### MS data filtering

Raw data was searched using the SEQUEST search engine within the Proteome Discoverer software platform, version 2.4 (Thermo Fisher), using the SwissProt *Mus musculus* database. Trypsin was selected as the enzyme allowing up to 2 missed cleavages, with an MS1 mass tolerance of 10 ppm, and an MS2 mass tolerance of 0.6 Da. Carbamidomethyl was set as a fixed modification, while oxidation of methionine was set as a variable modification. The Minora node was used to determine relative protein abundance between samples using the default settings. Percolator was used as the FDR calculator, filtering out peptides which had a q-value greater than 0.01.

### Filtered MS data analysis

To identify proteins that were significantly different between two groups, the log2 fold change (FC) and the -log10 of the p-value were plotted in a volcano plot and we utilized the most stringent cut-off parameters of log2FC >1 and -log10(p-value)>1.3. Significantly decreased proteins among two groups were inserted in PANTHER classification system (Mi et al., 2021) (http://pantherdb.org/) to classify protein type. To understand what types of biological processes (BPs), molecular functions (MFs), and cellular components (CCs) were shifted on each condition, we inserted all significantly decreased proteins in the gene ontology classification tool DAVID (Huang et al., 2009) (https://david.ncifcrf.gov/). Protein network analysis was performed using the Search Tool for Retrieval of Interacting Genes/Proteins (STRING), v11.0 (Szklarczyk et al., 2019), and ECM-related proteins were further classified using MatrisomeDB (Hynes and Naba, 2012) (https://web.mit.edu/hyneslab/matrisome/).

### Single-cell isolation

A total of 16 FDL tendons per group per age were pooled together into low glucose Dulbecco’s Modified Eagle Medium (DMEM) and subsequently digested in Collagenase Type I (5 mg/ml) (Worthington Biochemical, Lakewood, NJ, LS004196) and Collagenase Type IV (1 mg/ml) (Worthington Biochemical, Lakewood, NJ, LS004188). Young WT tendons were completely digested after two hours, while young DTR and aged C57BL/6 J WT tendons after ninety minutes. After digestion, the single-cell suspension was filtered for any potential debris via a 70 μm and a 50 μm cell strainer and resuspended in Dulbecco’s Phosphate Buffer Solution (dPBS). Next, the single cell suspension was centrifuged for 10 min at 500xg while being at 4 °C. After removal of supernatant, the single cell suspension was resuspended in 0.5% Bovine Serum Albumin (BSA).

### Single-cell RNA sequencing and analysis

Single-cell RNA sequencing (scRNAseq) was performed in collaboration with the UR Genomics Research Center. Libraries were prepared using a Chromium Single Cell 3 Reagent Kit (version 3, 10 X Genomics, Pleasanton, CA) following the directions of the manufacturer. Cells were loaded into the kit and processed using a chromium controller (10 X Genomics). Following library preparation and quality control (QC), libraries were sequenced using the S2 NovaSeq flow cell system (Illumina, San Diego, CA), generating an average of 65,000 reads per cell for all groups. Raw data quality control and downstream analyses were performed with R-4.1.2 and the Seurat package (4.0.6) (Stuart et al., 2019). Cells with <1000 or>5000 genes, as well as cells with >10% mitochondrial genes were removed from the dataset. After filtering out low quality cells, there were 8359 cells for the young (6 M old) WT group, 6554 cells for the young (6 M old) DTR group, and 4798 cells for the 21 M old C57BL/6 J WT group. All three different datasets were integrated to determine alterations of different cell subpopulations between groups using the ‘FindIntegrationAnchors’ function (dims = 1:20). The function ‘IntegrateData’ was applied in the anchor set with the default additional arguments. Next, data was scaled using the ‘ScaleData’ with default parameters and principal component analysis (PCA) was performed on the integrated dataset to compute 20 principal components (PCs). Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction was applied, and the Shared Nearest Neighbor (SSN) graph was constructed by utilizing dimensions 1:20 as input feature. To identify cell clusters, the ‘FindClusters’ function was utilized on the integrated dataset at a resolution of 0.1, resulting in seven distinct cell clusters. To identify genetic markers of each single cluster and annotate the different clusters to known cell types, the top differentially expressed genes of each cluster were identified in the heatmap (Figure 3—figure supplement 1). Next, the ‘FindAllMarkers’ function was used to identify upregulated genes for each cluster. The average gene expression level was calculated across each cluster. The minimum percentage of cells in which the gene is detected in each cluster was set to 50%. The average log2 change threshold was set to at least 0.25. Marker gene lists were then compared to a set of literature-defined gene markers via direct literature search and by utilizing *CellMarker* software (http://bio-bigdata.hrbmu.edu.cn/CellMarker/search.jsp) (Zhang et al., 2019). Significance was determined using Wilcoxon rank sum test with p values adjusted based on Bonferroni correction applying all features in the data set (p_val_adj <0.05). The tenocytes cluster from the integrated data was subset out from the rest using the ‘Subset’ and were independently re-clustered following the same steps described above.

### Cell-cell communication analysis

Cellular autocrine and paracrine communication was performed using the R *CellChat* package version 1.4.0 (Jin et al., 2021; Jin et al., 2022). To assess tenocyte-tenocyte communication, tenocyte clusters 1–3 from the integrated data were subsetted and a CellChat object of tenocytes 1–3 was created for each condition using the ‘createCellChat’ function. After proper annotation, the ‘CellChatDB.mouse’ database was utilized for our study To identify overexpressed genes, the ‘identifyOverExpressedGenes’ function was utilized. To identify significant cellular interactions, the ‘identifyOverExpressedInteractions’ function was utilized. Finally, to infer communication probabilities, the ‘computeCommunProb’ function was utilized. Next, to study the effect of depletion and natural aging on tenocyte-tenocyte communication, a merged CellChat object was created for the 6 M WT vs 6 M DTR, and 6 M WT vs 21 M B6 groups, respectively, using the ‘mergeCellChat’ function. To assess tenocyte-macrophage communication, tenocytes and macrophage clusters from the integrated data were subsetted. The same steps mentioned above for the tenocyte-tenocyte communication analysis were also followed for tenocyte-macrophage communication. To identify the differential number of interactions between two conditions, the ‘netVisual_diffInteraction’ function was utilized. To identify specific signaling pathways that were conserved or expressed only in one condition, the ‘rankNet’ function was utilizes. Next, the ‘netAnalysis_signalingRole_heatmap’ function were applied to identify the ‘outgoing’ and ‘incoming’ patterns of signaling pathways for each different cell population and how that compares between 2 conditions. Finally, specific ligand-receptor interactions were identified for specific signaling pathways of interest utilizing the ‘netVisual_bubble’ function.

### Statistical analysis

Sample sizes for cell density, dispersion, and biomechanical properties were determined based on post-hoc power calculations of previously published work (Best et al., 2021; Ackerman et al., 2019). Quantitative data was analyzed via GraphPad Prism and is presented as mean ± standard deviation (SD). Either a student’s t-test or two-way analysis of variance (ANOVA) with Tukey’s test was used as appropriate. Mice were randomly selected for specific experimental outcome metrics prior to the start of an experiment or surgery and quantitative data (e.g. DAPI quantification, SHG dispersion levels, biomechanical properties) were analyzed in a blinded manner. For all experiments, an n=1 represents one mouse. p-values ≤0.05 were considered significant. * Indicates p<0.05, ** indicates p<0.01, *** indicates p<0.001, **** indicates p<0.0001 (Perez-Riverol et al., 2022).

## Data Availability

Single cell RNA sequencing data has been deposited at Gene Expression Omnibus (GEO) (Accession # GSE214929) and are publicly available as of the date of publication. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (Perez-Riverol et al., 2022) with the dataset identifier PXD037230. The following previously published datasets were used: KorcariA NicholsAEC BuckleyMR LoiselleAE 2023Scleraxis-lineage cells are required for tendon homeostasis and their depletion induces an accelerated extracellular matrix aging phenotypeNCBI Gene Expression OmnibusGSE21492910.7554/eLife.84194PMC990807936656751 KorcariA NicholsAEC BuckleyMR LoiselleAE 2023Scleraxis-lineage cells are required for tendon homeostasis and their depletion induces an accelerated extracellular matrix aging phenotypePRIDEPXD03723010.7554/eLife.84194PMC990807936656751

# Supplementary material for: Scleraxis-lineage cells are required for tendon homeostasis and their depletion induces an accelerated extracellular matrix aging phenotype
**Source:** eLife. 2023 Jan 19;12:e84194. doi: 10.7554/eLife.84194
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | X |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods: immunofluorescence |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | X |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods: ‘Mice’ |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods: statistical analysis |  |
| Randomisation | Methods: statistical analysis |  |
| Blinding | Methods: histological analysis |  |
| Inclusion/exclusion criteria |  | X |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods: statistical analysis and figure legends |  |
| Define whether data describe technical or biological replicates. | Methods: Statistical analysis section |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods: ‘Mice’ Section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods: Statistical Analysis Section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods: Data Availability Statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods: Data Availability Statement |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | X |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | X |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Methods: Single cell RNA sequencing analysis |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Methods: ‘Mice’ section |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

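Single-cell RNA sequencing of FDL tendons was analysed for 3 libraries: 6 M WT, 6 M DTR and 21 M B6, each from 16 pooled tendons of mice of both sexes. The authors made the libraries with 10x Genomics Chromium 3′ chemistry, counted UMIs with Cell Ranger 6.0.1 and deposited the counts per gene and barcode without normalization. The deposited counts cover 32285 genes, and no barcode listed has fewer than 500 UMIs. All other values are computed from these counts. The filter was that of the paper: cells with 1000 to 5000 genes and at most 10% mitochondrial counts were kept. The kept cells hold 76.6%, 69.3% and 70.9% of all UMIs of 6 M WT, 6 M DTR and 21 M B6. Over 10% mitochondrial counts were found in 27.6%, 43.1% and 56.5% of barcodes. Scrublet called 34, 96 and 27 doublets, which were kept except in alternatives.

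Cells were processed in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5: log normalization, 2000 variable features per library, anchors and integration over 20 dimensions, 20 principal components and clustering at a resolution of 0.1. Genes named by the text for these libraries were left out of the features when integrating. For the sub-clusters of tenocyte-like cells, features that differed over 2-fold between any libraries, counted where 1 had at least 20 CPM, were left out too. Clusters were named only with at least 3 markers raised 2-fold and detected in 10% of cells, and with no other class having more markers among the 10 leading genes. Markers of the tenocyte subpopulations were the gene labels of Figure 4F without genes named by the text, immediate early genes and haemoglobin. *Tnxb* is an exception: the text names it, but it stayed among the markers of tenocytes 1. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.

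Shares of cells have exact binomial intervals and ratios of CPM exact intervals from both counts, each at 95% and for counting error only. With 1 library per group, no test was made and no p-value computed. Positive cells were counted after thinning to 2000 UMIs; 9, 5 and 1 kept cells of the 3 libraries had fewer. List medians used genes with at least 5 CPM in 1 of the libraries compared. The genes reported are those the text names, *Scx* and *Hbegf*, sex-linked genes, the lists, and the 10 largest and 10 smallest ratios among genes with at least 50 CPM in tenocyte-like cells, or 5 each in macrophage-like cells and sub-clusters; gene labels in Figures 3F and 5 had been seen when this rule was set. The lists are proteostasis, inflammaging, 6 M WT and 6 M DTR tenocyte genes of the paper, and ribosomal protein, translation factor, collagen, heat shock, endoplasmic reticulum stress, immediate early, senescence, haemoglobin, skeletal muscle and macrophage genes. Cells with *Xist* and no Y gene UMI were called female, and the reverse male.

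The calculation of ratios and list medians was tested on simulated counts with 200 genes changed 2-fold or 4-fold up or down among 8938 genes. These counts vary by counting error only, as the intervals assume. The test therefore checks the arithmetic and not variation between cells or libraries. A gene was recovered if its direction was right and its interval excluded a ratio of 1. The calculation recovered the changed genes in 100% of cases for tenocyte-like cells of 6 M DTR and 21 M B6, and in 99.0% for macrophage-like cells of 21 M B6 among 8811 genes. For tenocytes 1-like cells it recovered 100% in 6 M DTR and 98.5% in 21 M B6 among 9120 genes, and for tenocytes 2-like cells 91.5% in 6 M DTR among 8909 genes. The alternatives changed the filter, doublets, integration, features, resolution, sex of the cells, thinning, positivity and scaling, the last with edgeR 4.0.16. Left out were the communication analysis, the count of changed genes and the enrichment analysis of the paper, which need a database or replicate libraries not used here, and its proteomics and histology.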

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

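Each result below is a signal in genes, cell classes or barcodes that the paper does not discuss, above its level in 6 M WT. The tests named for heat shock genes, for haemoglobin RNA in the suspension and for the mix of sexes over all comparisons were fixed earlier, and all the others were chosen after the result had been seen. All comparisons are of single libraries, so no difference between conditions was tested.

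Heat shock genes were higher in epitenon-like cells of 21 M B6, with a median ratio of 2.43 over 14 genes. The paper names such genes for aged tenocytes and protein refolding for aged macrophages. A biological explanation is a response to age that reaches all cell types. A technical one is handling or digestion of the 21 M B6 library as a whole, for which the list should be higher in every class. Its lowest median ratio over the 6 classes other than tenocytes was 1.25 and its highest 2.43, so handling remains a possible explanation, and an aging response predicts the same. In 6 M DTR, which had the same digestion time, the median log2 ratio was −0.13 in epitenon-like, −0.13 in macrophage-like and −0.17 in tenocyte-like cells, and at most 0.33, in nerve-like cells. These values, looked up after the result had been seen, go against the shared digestion time alone and leave other handling of the 21 M B6 library open.

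Skeletal muscle genes were higher in macrophage-like cells, with a median ratio of 3.54 in 6 M DTR and 5.07 in 21 M B6. RNA from muscle in the suspension, carried over in dissection, should raise the list in every class that lacks it. Over 5 classes other than muscle and tenocytes in both libraries the lowest median ratio was 1.90 and the highest 5.34, which is consistent with RNA from muscle. In tenocyte-like cells the medians were 1.93 in 6 M DTR and 2.58 in 21 M B6 on the log2 scale. No biological explanation was tested.

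Haemoglobin genes were higher in tenocyte-like cells of 6 M DTR, with a median ratio of 4.43 over 4 genes whose similar pairs can share reads. Blood RNA in the suspension should raise them to a similar degree in all classes, but their median ratio ran from 1.41 to 274 over the 7 classes, which does not settle it. Of the haemoglobin counts, 95.6% lay in the 1% of 6 M DTR tenocyte-like cells with most haemoglobin and 96.9% in those of 6 M WT, so concentration in few cells is not particular to 6 M DTR. Free blood RNA may add counts to the other cells: after thinning, at least 36.7% of the cells of every class of 6 M DTR had a haemoglobin UMI, against at most 16.1% in 6 M WT. No biological explanation was tested.

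Y chromosome genes reached 109 CPM over all cells of 6 M DTR, against 50.9 in 6 M WT and 75.3 in 21 M B6. By sex-linked genes, 71.9% of called cells were female in 6 M WT, 40.9% in 6 M DTR and 55.8% in 21 M B6. A different mix of female and male mice in the pools should move *Xist* and the Y genes in opposite directions everywhere, and did so in 13 of 14 class comparisons, the exception being macrophage-like cells of 21 M B6. For 6 M DTR, fewer female cells in the pool is consistent with *Xist* being lower and the Y genes higher in 7 of 7 classes. The paper used mice of both sexes, and results within each sex are among the alternatives. No biological explanation was tested.

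Barcodes removed by the filter in 21 M B6 had a median mitochondrial share of 45.0%, against 11.6% in 6 M WT and 14.8% in 6 M DTR. Damaged cells or debris from dissociation are a possible explanation, and with a median of 286 genes in these barcodes, low in all 3 libraries, the test cannot tell them from small intact cells of aged tendon.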

How the results depend on the processing

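The shares of tenocyte-like cells and their sub-clusters, the positive shares of *Coch*, *Chad* and *Gbp2*, the main gene lists and part of the single genes were recomputed under the alternatives with 1 choice changed at a time, except that the looser filter moved the gene and mitochondrial limits together and the sub-clustering without integration and with all variable features also changed the features. Not recomputed were, among others, *Lifr*, *Cadm1*, *Jag1*, *Acan*, *Kera* and the Notch and Wnt genes in tenocyte-like cells, *Mfap5* and *Col11a1* in tenocytes 2-like cells, the endoplasmic reticulum stress list, and the proteostasis and inflammaging lists of macrophage-like cells. The 3 alternatives described below as chosen after seeing the data were added late, and the others had been fixed earlier. Of 188 ratios of single genes, 165 had the same direction under every alternative and 23 changed it under at least 1. For 5 of the latter the value lay within counting error of 0, and they are given here by range: *Tnxb* in tenocyte-like cells of 21 M B6 from −0.24 to 0.20, *Dnajb4* in macrophage-like cells of 21 M B6 from −0.30 to 0.19, *Cryab* in macrophage-like cells of 21 M B6 from −0.26 to 1.65, *Hspa1a* in tenocytes 1-like cells of 6 M DTR from −0.65 to 0.46 and *Thbs2* in tenocytes 1-like cells of 21 M B6 from −0.40 to 0.43. The decrease of the tenocyte-like share, of the tenocytes 1-like share and of the *Coch* positive share held its direction throughout in both groups, as did the rise of the heat shock and proteostasis medians in 21 M B6 and the lower ribosomal protein and translation factor medians in 6 M DTR. The rise of the tenocytes 2-like share in 6 M DTR turned into a decrease under 1 of 11 alternatives. In 21 M B6 the main share was not above that of 6 M WT beyond counting error, and it decreased under 6 alternatives. The senescence median ranged from −0.0048 to 0.38 in 6 M DTR and from −0.21 to 0.20 in 21 M B6, and thus has no settled direction. No paired analysis was possible because each group has 1 library and no test was made. The other values that changed direction, and main results that moved beyond counting error, follow by setting; the cause was not tested.

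The looser filter of 500 to 6000 genes and 20% mitochondrial counts gave a change of the tenocyte-like share of all cells of −61.3% in 21 M B6 and a log2 ratio of *Chad* in tenocyte-like cells of 6 M DTR of 0.0076. With at most 5% mitochondrial counts, the outcome was 2321 cells in 21 M B6 passing the filter and a change of the tenocyte-like share of all cells of −75.5% in 21 M B6. This setting also gave a female share of called cells of 54.0% in 21 M B6 and a *Coch* positive share −31.8 percentage points from 6 M WT in 21 M B6. It further gave a *Gbp2* positive share −0.892 percentage points from 6 M WT in 21 M B6 and a log2 ratio of *Chad* in tenocyte-like cells of 6 M DTR of 0.0027. The same setting led to a log2 ratio of *Col3a1* in tenocyte-like cells of 21 M B6 of 0.30. Removal of doublets at the loading rate in all 3 libraries, chosen after seeing the data, gave a *Chad* positive share −16.7 percentage points from 6 M WT in 21 M B6 and a change of the tenocytes 2-like share of all cells of −16.9% in 21 M B6. Other values were a log2 ratio of *Chad* in tenocyte-like cells of 6 M DTR of 0.055 and a log2 ratio of *Comp* in tenocyte-like cells of 21 M B6 of 0.013. There was also a log2 ratio of *Comp* in tenocytes 1-like cells of 21 M B6 of 0.033. When all integration features were used, the outcome was a log2 ratio of *Chad* in tenocyte-like cells of 6 M DTR of 0.00019. Clustering with no integration gave changes of the tenocyte-like share of all cells of −30.8% in 6 M DTR and −69.6% in 21 M B6 and a *Chad* positive share −12.0 percentage points from 6 M WT in 6 M DTR and −16.6 percentage points from 6 M WT in 21 M B6. A clustering resolution of 0.2 gave a change of the tenocyte-like share of all cells of −41.3% in 6 M DTR and a *Chad* positive share −5.36 percentage points from 6 M WT in 6 M DTR. To this it added a log2 ratio of *Chad* in tenocyte-like cells of 6 M DTR of 0.075. Clustering without the genes that differ between libraries gave a change of the tenocyte-like share of all cells of −40.4% in 6 M DTR.

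Among cells called female, the outcome was a change of the tenocyte-like share of all cells of −72.5% in 21 M B6 and changes of the tenocytes 1-like share of all cells of −29.4% in 6 M DTR and −79.0% in 21 M B6. This setting also gave a change of the tenocytes 2-like share of all cells of 122% in 6 M DTR and log2 ratios in tenocyte-like cells of 6 M DTR of 0.023 for *Tnxb*, 0.038 for *Hspb1*, 0.13 for *Chad* and −0.0041 for *Col11a1*. It further gave log2 ratios in tenocyte-like cells of 21 M B6 of 0.071 for *Comp*, 0.15 for *Lum* and 0.12 for *Col3a1* and a log2 ratio of *Ccl5* in tenocytes 1-like cells of 6 M DTR of −6.04. The same setting led to a log2 ratio of *Comp* in tenocytes 1-like cells of 21 M B6 of 0.12. For cells called male, the outcome was a change of the tenocytes 1-like share of all cells of −57.0% in 6 M DTR and a change of the tenocytes 2-like share of all cells of −16.5% in 21 M B6. Other values were a median log2 ratio of the ribosomal protein genes in tenocyte-like cells of −0.16 in 6 M DTR and −0.043 in 21 M B6 and log2 ratios in tenocyte-like cells of 6 M DTR of 0.093 for *Col1a1*, 0.059 for *Col1a2*, −0.10 for *Ppp1r15a*, −0.37 for *Hspa1a* and −0.39 for *Hspa1b*. There were also log2 ratios in tenocytes 1-like cells of 6 M DTR of −0.13 for *Chad*, −0.042 for *Thbs2*, 0.58 for *Il6* and 0.49 for *Saa2*.

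Calling a cell positive with at least 2 UMIs gave a *Coch* positive share −49.8 percentage points from 6 M WT in 6 M DTR and a *Chad* positive share −25.6 percentage points from 6 M WT in 21 M B6. To this it added a *Gbp2* positive share −7.38 percentage points from 6 M WT in 6 M DTR. Thinning to 4000 UMIs gave a *Chad* positive share −16.8 percentage points from 6 M WT in 21 M B6 and a *Gbp2* positive share −19.1 percentage points from 6 M WT in 6 M DTR and −8.39 percentage points from 6 M WT in 21 M B6. Cells not thinned gave a *Chad* positive share −13.0 percentage points from 6 M WT in 21 M B6 and a *Gbp2* positive share −23.5 percentage points from 6 M WT in 6 M DTR and −10.9 percentage points from 6 M WT in 21 M B6.

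A sub-clustering resolution of 0.2 gave a change of the tenocytes 1-like share of all cells of −70.7% in 21 M B6 and changes of the tenocytes 2-like share of all cells of 15.6% in 6 M DTR and −45.5% in 21 M B6. At a sub-clustering resolution of 0.3 the outcome was a change of the tenocytes 1-like share of all cells of −69.9% in 21 M B6 and changes of the tenocytes 2-like share of all cells of 18.0% in 6 M DTR and −44.5% in 21 M B6. Sub-clustering without the genes differing over 1.5-fold gave changes of the tenocytes 2-like share of all cells of 289% in 6 M DTR and 76.0% in 21 M B6. With the tenocyte-like cells integrated anew, the outcome was changes of the tenocytes 2-like share of all cells of −31.9% in 6 M DTR and −62.8% in 21 M B6. Sub-clustering without integration and with all variable features, chosen after seeing the data, gave changes of the tenocytes 1-like share of all cells of −63.2% in 6 M DTR and −59.5% in 21 M B6 and changes of the tenocytes 2-like share of all cells of 101% in 6 M DTR and −93.7% in 21 M B6. The other sub-clustering without integration, also chosen after seeing the data and with genes that differ left out, gave changes of the tenocytes 2-like share of all cells of 1249.8% in 6 M DTR and 284% in 21 M B6.

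Under TMM scaling, the outcome was a median log2 ratio of the inflammaging genes in tenocyte-like cells of −0.58 in 6 M DTR and a median log2 ratio of the ribosomal protein genes in tenocyte-like cells of −0.32 in 6 M DTR and 0.12 in 21 M B6. This setting also gave a median log2 ratio of the translation factors in tenocyte-like cells of −0.33 in 6 M DTR and 0.038 in 21 M B6 and a median log2 ratio of the immediate early genes in tenocyte-like cells of 1.07 in 21 M B6. It further gave log2 ratios in tenocyte-like cells of 21 M B6 of 0.12 for *Comp*, 0.076 for *Lum* and 0.078 for *Col3a1* and a median log2 ratio of the ribosomal protein genes in tenocytes 1-like cells of −0.23 in 6 M DTR and 0.086 in 21 M B6. The same setting led to a log2 ratio of *Comp* in tenocytes 1-like cells of 21 M B6 of 0.10. Without mitochondrial, haemoglobin, *Gm42418* and *Lars2* counts, the outcome was a median log2 ratio of the ribosomal protein genes in tenocyte-like cells of 0.014 in 21 M B6 and a median log2 ratio of the translation factors in tenocyte-like cells of −0.067 in 21 M B6. Other values were a log2 ratio of *Comp* in tenocyte-like cells of 21 M B6 of 0.011 and a median log2 ratio of the ribosomal protein genes in tenocytes 1-like cells of 0.032 in 21 M B6. There was also a log2 ratio of *Comp* in tenocytes 1-like cells of 21 M B6 of 0.045.

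With all integration features no sub-cluster was named tenocytes 1-like, so that alternative gives no value for it. The sub-clustering without integration and with all variable features is fragile: repeated with other settings of the linear algebra library, it moved cells between sub-clusters, without a change of direction in either group but with the tenocytes 2-like share of 21 M B6 past the 1.5-fold limit to the figure of the paper; the values of that repeat were not kept. At sub-clustering resolutions of 0.2 and 0.3 the tenocytes 2-like share pools a pair of sub-clusters, of which only the one with haemoglobin among its leading genes decreased in 21 M B6. Without integration and with genes that differ left out, the 21 cells of 21 M B6 that carried tenocytes 1 markers were the only ones so named, and no change of that share is given. Removal of the cells called by Scrublet took out 1039 cells of 6 M WT, by the loading rate because the automatic threshold called too few, but 96 of 6 M DTR and 27 of 21 M B6, so this alternative treats the libraries unequally. Depth limits genes with few counts, and a gene with 0 UMIs in 1 library is given only as a bound against 3 counts.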

Differences from the paper's values

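Values of the paper were set beside ones computed here in 48 comparisons, where a value with more than 1 possible quantity enters more than once. Of these comparisons, 33 lie within 1.5-fold and 15 do not. For large percent decreases this limit is wide, because a decrease cannot exceed the whole, so a value within it need not be close. The sub-clusterings without integration and the removal of doublets at the loading rate were chosen after seeing the values, and all other alternatives were set before the data were examined. The text of the paper does not say whether its decreases are of shares or of numbers of cells, and Figure 4C–E quantifies percentages, so each was set beside the share and also beside the number, which is another quantity. No cause of a difference is named.

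The paper states a decrease of tenocytes 1 of 75.18% in 6 M DTR, and the share of tenocytes 1-like cells among all cells decreased by 44.9% here. Of the alternatives set earlier, only cells called male came within 1.5-fold, with 57%. The values still differed at sub-clustering resolutions of 0.2 and 0.3, with 48.1 and 48.2%, without the genes differing over 1.5-fold, with 44.6%, and for tenocyte-like cells integrated anew, with 43.1%. They also differed with Scrublet doublets removed, with 42.6%, for cells called female, with 29.4%, and with doublets removed at the loading rate, with 45.8%. Sub-clustering without integration and with all variable features, chosen after seeing the values, gave 63.2%, within 1.5-fold of the paper. In number of cells the decrease here was 56.8% in 6 M DTR and 85.8% in 21 M B6, where the paper states 78.9%; neither differs, but numbers and percentages are not like quantities.

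For tenocytes 2 the paper states a decrease of 96.2% in 21 M B6. The share of tenocytes 2-like cells was higher here, a decrease of −21.9%, but not beyond counting error. It was 2.19% (1.79 to 2.64) in 21 M B6 against 1.79% (1.52 to 2.10) in 6 M WT. No alternative set earlier reached the paper's value: sub-clustering resolutions of 0.2 and 0.3 gave decreases of 45.5 and 44.5%, tenocyte-like cells integrated anew 62.8% and cells called male 16.5%. At these resolutions a pair of sub-clusters is pooled: the one led by *Igfbp3*, *Mstn* and *Scn7a*, like the tenocytes 2-like cells of the text, rose by 31.8% and 33.9%, and the other changed by −58.4% and −58.2%. The share was also higher without the genes differing over 1.5-fold, with all integration features, with Scrublet doublets removed and for cells called female, as decreases of −76.0, −11.8, −39.9 and −46.6%. Among those chosen after seeing the values, sub-clustering without integration and with all variable features gave 93.7% and reaches it, while leaving out the genes that differ gave −284% and doublets removed at the loading rate 16.9%. In number of cells, which is not the quantity of the figure, the decrease was 30.0%. Pooled in this way, sub-clustering resolutions of 0.2 and 0.3 gave 68.7 and 68.1% and tenocyte-like cells integrated anew 78.6%, within 1.5-fold of the percentage in the paper, as did sub-clustering without integration and with all variable features, with 96.4%. A decrease cannot exceed the whole, so the limit is wide here and does not show that like numbers of cells remain. All other alternatives, from −121% to 50.9%, still differed.

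Read by eye from Fig. 4C, tenocytes 1 are about 52% of all cells in 6 M WT and about 11% in 21 M B6, and tenocytes 1-like cells were 26.2% and 6.50%. At sub-clustering resolutions of 0.2 and 0.3 the shares were 50.1 and 48.8% in 6 M WT and 14.7 and 14.7% in 21 M B6, which do not differ from the figure, and sub-clustering without integration and with all variable features gave 51.1% in 6 M WT, which does not differ, and 20.7% in 21 M B6, which does. All other alternatives differ in both libraries. In Fig. 4D, tenocytes 2 are about 13% in 6 M WT, about 22% in 6 M DTR and about 0.5% in 21 M B6, read by eye, against 1.79%, 4.99% and 2.19% of tenocytes 2-like cells. The pooled shares at sub-clustering resolutions of 0.2 and 0.3 do not differ in 6 M WT, with 12.1 and 11.8%, but differ in the other two libraries, with 14.0 and 14.0% in 6 M DTR and 6.61 and 6.57% in 21 M B6. Tenocyte-like cells integrated anew do not differ in 6 M DTR, with 26.5%, but differ in 6 M WT, with 38.9%. Sub-clustering without integration and with all variable features, chosen after seeing the values, gave 10.9% in 6 M WT, 22.0% in 6 M DTR and 0.688% in 21 M B6, none of which differ. The value of 21 M B6 is not stable: a repeat with other settings of the linear algebra library, whose values were not kept, put it past the 1.5-fold limit. The remaining alternatives differ, and in 21 M B6 no alternative set earlier reaches the figure.

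Figure 2—figure supplement 3 shows *Coch* positive tenocytes at about 61%, about 21% and about 4% and *Chad* positive tenocytes at about 70%, about 37% and about 3.5% for 6 M WT, 6 M DTR and 21 M B6, read by eye. It is unclear whether these are shares of tenocytes, as the legend has it, or of all cells, so both are given and no direction is drawn. Unthinned, *Coch* positive cells were 59.1%, 16.2% and 13.5% of all cells and 91.8%, 39.6% and 63.4% of tenocyte-like cells. *Chad* positive cells were 61.2%, 35.5% and 17.5% of all cells and 95.1%, 86.7% and 82.1% of tenocyte-like cells. As shares of all cells, both genes differ in 21 M B6, under every alternative (9.95 to 14.1% for *Coch*, 12.8 to 18.3% for *Chad*). In 6 M DTR the *Coch* share of all cells does not differ, except with 500 to 6000 genes and 20% mitochondrial counts, at 13.0%, and with at least 2 UMIs, at 11.6%. As shares of tenocyte-like cells, *Coch* differs in all 3 libraries, but with at least 2 UMIs the shares of 84.6% in 6 M WT and 28.4% in 6 M DTR do not, whereas every alternative differs in 21 M B6 (54.6 to 65.9%). *Chad* as a share of tenocyte-like cells differs in 6 M DTR (82.8 to 90.6%) and 21 M B6 (76.0 to 85.7%) under every alternative.

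Some directions of the paper were not found in the transcripts, although its signalling pathways are inferred from more than transcript levels. The paper has *Thbs2*, *Thbs3* and *Comp* decreased with depletion in scRNAseq, and the *Comp* transcript of 6 M DTR tenocyte-like cells was at 1.37 times its level in 6 M WT, while *Thbs2* and *Thbs3* were lower, at 0.898 and 0.846. In the sub-clusters *Thbs2* was higher, at 1.18 in tenocytes 1-like and 1.45 in tenocytes 2-like cells. The paper places *Spp1* signalling in aged tendons only, and the *Spp1* transcript was at 0.230 in 21 M B6 and 1.59 in 6 M DTR tenocyte-like cells. It lists *Tnxb* and *Fbln1* with genes of 6 M WT tenocytes, and their ratios in 21 M B6 were 0.988 and 1.09. *Coch*, *Col1a1*, *Col1a2* and *Col11a2* were lower in tenocyte-like cells of both groups. In tenocytes 1-like cells of 6 M DTR, however, *Col1a1* and *Col1a2* were higher under every alternative, with log2 ratios from 0.14 to 0.35 and from 0.10 to 0.30. *Il6* and semaphorin pathways are given for 6 M DTR only, and *Il6* was at 0.677, *Sema3a* at 0.570, *Sema3b* at 0.731, *Sema3c* at 1.04 and *Sema3d* at 0.912, the last pair near 1. Decreased translation is given for both groups, and the ribosomal protein median in 21 M B6 lay at percentile 45.06 among random lists.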

Other observations

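Of the tests in this part, those of the transgene and of the sex mix for *Coch* were fixed earlier, and those of digestion, integration and *Coch* RNA were chosen after the result had been seen.

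Transcripts of genes behind other shared proteins were also counted in tenocyte-like cells. *Acan* was at 2.48 (2.24 to 2.75) in 6 M DTR and 0.0254 (0.00523 to 0.0745) in 21 M B6, from 3 counts, relative to 6 M WT, and *Kera* at 1.49 (1.39 to 1.6) and 1.43 (1.28 to 1.58). Protein changes in whole tendon need not follow transcripts per cell. Macrophage-abundant genes in tenocyte-like cells had a median log2 ratio of 1.48 in 6 M DTR over 5 genes and of 0.59 in 21 M B6 over 2. The haemoglobin median in 21 M B6 was −0.27. In macrophage-like cells of 21 M B6 the medians of the proteostasis and inflammaging genes were 0.90 and 1.04.

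*Scx*, the gene whose promoter drives Cre, was at 1.27 (1.22 to 1.32) in 6 M DTR and 0.794 (0.740 to 0.851) in 21 M B6 tenocyte-like cells, and does not check the labels, because surviving cells can express it. *Hbegf* was higher in 6 M DTR, at 1.67 (1.63 to 1.71). Reads of the diphtheria toxin receptor transgene counted on *Hbegf* might raise it, but it was also at 1.63 in 21 M B6, which carries no transgene, so the transgene is not needed for a rise. In 6 M DTR it was not higher in macrophage-like cells, at 0.971, but was higher in epitenon-like cells, at 1.49, so a part from the transgene is not excluded.

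A different mix of female and male mice might lower *Coch*, but within cells called female or male its weakest log2 ratio was −0.83 and its strongest −2.18, so the sex mix does not account for it.

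Immediate early genes were higher in tenocyte-like cells of both groups, with medians of 0.40 in 6 M DTR and 0.87 in 21 M B6 on the log2 scale. The shorter digestion that both share is a candidate explanation, under which all other classes of both libraries should rise too, but the median was −0.21 in macrophage-like cells of 21 M B6 and −0.0019 in epitenon-like cells of 6 M DTR. These classes were picked after the medians were known. In the 5 other classes of 21 M B6 the medians were all above 0, from 0.23 in T cell-like to 0.67 in epitenon-like cells, and in 6 M DTR they were 0.52 in T cell-like and 0.44 in muscle-like cells. No such rise was seen in the vascular cluster, macrophage-like and nerve-like cells of 6 M DTR, at −0.051, 0.049 and 0.061. A part of the rise from digestion is left open, and only a like rise in every class is excluded.

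Digestion time alone might lower the tenocyte share in 6 M DTR and 21 M B6, which were digested for 90 min. The lower bound of the share in 6 M DTR, 39.8%, lies above the upper bound in 21 M B6, 22.5%, but these bounds cover counting error in 1 library each and not how far the yield of digestion varies. Digestion, depletion and age therefore cannot be told apart as the source of the decrease.

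Sub-clusters that follow the library may explain a loss of tenocytes 2 in 21 M B6, since without integration and with all variable features their share changed by −93.7% and with integration by 21.9%. Without integration but with the genes that differ left out the share rose by 284%, which goes against integration alone. With integration, the pooled decreases at sub-clustering resolutions of 0.2 and 0.3, −45.5% and −44.5%, do not bear on this, because the sub-cluster led by *Igfbp3*, *Mstn* and *Scn7a* rose there. With the tenocyte-like cells integrated anew the share changed by −62.8%, so a decrease was also found with integration. That sub-cluster was named by 3 of 10 markers and held 5687 cells. The effect of integration was thus not separated from that of the features, the explanation stays open, and the direction for tenocytes 2 in 21 M B6 is not settled by these data.

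Free RNA from tenocytes is a candidate explanation for *Coch* in other cells of 6 M WT, where 16.7% to 18.9% of thinned epitenon-like, macrophage-like and T cell-like cells were positive. It was higher in the vascular cluster, at 24.1%, in muscle-like cells, at 24.3%, and in nerve-like cells, at 36.8%, the first and last beyond counting error of epitenon-like cells, so the background is uneven and free RNA as its only source is left open. In the first 3 classes it was 2.90% to 3.39% in 6 M DTR and 3.78% to 4.35% in 21 M B6. In these classes the *Coch* background is largest in the library with most *Coch*.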
